# Canine polarized macrophages express distinct functional and transcriptomic profiles

**DOI:** 10.3389/fvets.2022.988981

**Published:** 2022-11-01

**Authors:** Lyndah Chow, Sirikul Soontararak, William Wheat, Dylan Ammons, Steven Dow

**Keywords:** RNA sequencing, transcriptome, dog, cytokines, macrophage, macrophage phenotype and function

## Abstract

Macrophage differentiation and function in disease states is highly regulated by the local microenvironment. For example, macrophage exposure to IFN-γ (interferon gamma) initiates the development of inflammatory (M1) macrophages, which acquire anti-tumoral and antimicrobial activity, while exposure to IL-4 (interleukin-4) and IL-13 (interleukin-13) drives an anti-inflammatory (M2) macrophage phenotype, which promotes healing and suppression of inflammatory responses. Previous studies of canine polarized macrophages have identified several surface markers that distinguished GM-CSF (granulocyte macrophage colony stimulating factor), IFN-γ and LPS (lipopolysaccharide) derived M1 macrophages or M2 macrophages; and reported a subset of genes that can be used to differentiate between polarization states. However, the need remains to understand the underlying biological mechanisms governing canine macrophage polarization states. Therefore, in the present study we used transcriptome sequencing, a larger panel of flow cytometry markers, and the addition of antimicrobial functional assays to further characterize canine macrophage polarization. Transcriptome analysis revealed unique, previously unreported signatures and pathways for polarized canine M1 and M2 macrophages. New flow cytometric markers were also identified, along with new characterization of how macrophage polarization impacted antimicrobial functions. Taken together, the findings reported here provide new insights into canine macrophage biology and identify new tools for the evaluation of polarized macrophages in dogs.

## Introduction

Macrophages play a critical role in cancer immunity, inflammation, healing, elimination of pathogens, and presentation of antigens to T cells. These antigen presenting cells alter their phenotype and functional state based on cues from their local tumor microenvironment (including stromal and tumor cells, extracellular matrix proteins, and pattern recognition receptor ligands). Traditionally, macrophage classification has been dichotomized into two main polarization states: inflammatory (M1) macrophages or anti-inflammatory (M2) macrophages. However, it is now recognized that this categorical classification system does not capture the biological subtleties. As such, a spectrum of macrophage functional states is now regarded as a more biologically relevant classification scheme (1–6). Despite this, the M1 and M2 dichotomy still provides a valuable framework for evaluating macrophage function, especially in large animal disease animal models. The work reported here describes transcriptomic and phenotypic responses of canine macrophages when exposed to inflammatory (IFN-γ) or anti-inflammatory (IL-4 and IL-13) cytokines with comparison to resting (M0) macrophages cultured in M-CSF (macrophage colony-stimulating factor); and defines a group of genes that can be used to characterize macrophage polarization in altered immune environments and make key contributions to bridge the gap between canine and human macrophage biology to enhance the translational value of the dog cancer model.

When macrophages are exposed to IFN-γ, a series of stereotypic changes occur which result in an inflammatory macrophage phenotype. These changes include: changes to surface protein expression, upregulation of anti-tumor and anti-microbial activity, secretion of inflammatory cytokines, and enhanced antigen presentation processes (2, 3, 7–11). In contrast, exposure to IL-4 and IL-13 promote the differentiation of macrophages toward anti-inflammatory phenotype. This cytokine milieu induces upregulation of STAT6 mediated signaling, secretion of anti-inflammatory cytokines (IL-10), and stromal remolding cytokines (TGF-β, VEGF and FGF) (6, 12).

The distribution and polarization state of macrophage in canine tissues is well documented, particularly in tumor tissues (13–17). In one recent study, *in vitro* generated canine M1 macrophages were reported to upregulate expression of iNOS, while M2 macrophages exhibited upregulated expression of the mannose receptor CD206 (18). Other studies have used immunochemistry to assess macrophage numbers and phenotypes in dogs with inflammatory bowel diseases, chronic leishmaniasis (19) and in several different types of cancer, including osteosarcoma (13), mammary tumors (14, 20) and melanoma (21).

Transcriptomic analysis using next generation sequencing provides a powerful tool to complete an in-depth investigation of the cellular processes that characterize macrophages undergoing polarization. An earlier study of *in vitro* polarized canine macrophages used microarray analysis and revealed important gene expression correlates with canine M1 and M2 macrophages (18). However, mRNA sequencing offers several important advantages over microarray studies, including measurement of all messenger RNA (including low abundance transcripts), and more sensitive differential gene expression (DEG) analysis with a wider dynamic range than that of microarray (22).

In the present study, we describe canine macrophage polarization states through use of RNA sequencing and screening of a broader array of antibodies for recognition of surface and intracellular proteins. The findings reported here provide new insights into how canine macrophages respond to their environment cues and regulate chronic infections and cancer.

## Materials and methods

### Generation of monocyte-derived macrophages

Peripheral blood mononuclear cells (PBMC) were purified from EDTA blood samples obtained from healthy female spayed beagles (approximately 2 years old), using Ficoll density gradient separation (Sigma-Aldrich, St. Louis, MO), as described previously (23). The study and use of blood samples was reviewed and approved by the Colorado State University Institutional Animal Care and Use Committee. After Ficoll separation, PBMC were plated in 24-well plates (Corning Inc, Corning NY) at a concentration of 4 × 10^6^ cells per mL in complete culture medium, which consisted of high-glucose DMEM (Thermo Fisher Scientific, Waltham MA) supplemented with 10% FBS (Peak Serum Inc, Wellington CO), non-essential amino acids, essential amino acids, glutamine, and penicillin-streptomycin solution (Sigma-Aldrich, St. louis MO). For monocyte adherence, PBMC were placed in culture for 4 h with 2% FBS media, after which non-adherent cells were removed by aspiration after gently swirling the plates, and the remaining adherent cells were re-cultured in complete medium. The adherent monocytes were then differentiated for 7 days in complete medium, supplemented with 10 ng/mL recombinant human M-CSF (PeproTech, Rocky Hill NJ) to induce a “resting” macrophage (M0) phenotype. Culture medium and M-CSF were replaced every 3 days.

### Macrophage polarization

After 7 days in culture, cytokines were added to the complete culture medium to induce macrophage polarization. To induce M1, inflammatory macrophages, M0 (resting macrophages) were treated with 20 ng/mL of canine IFN-γ (R&D Systems Inc., Minneapolis, MN), while cells were treated with 20 ng/mL each of canine IL-13 and IL-4 (R&D Systems Inc., Minneapolis, MN) to induce M2, anti-inflammatory macrophages.

### Flow cytometry

Macrophages for flow cytometric analysis were detached from culture plates using Accumax cell detachment solution (StemCell Technologies, Vancouver BC). After detachment, cells were resuspended in flow cytometry buffer for PBS with 2% FBS for immunostaining. For intracellular staining, cells were permeabilized using saponin (0.15% in PBS) (Sigma-Aldrich, St. Louis, MO) after fixation with 4% Paraformaldehyde (Therno Fisher, Waltham MA). Primary antibodies used in the study included the following: rabbit polyclonal anti-human suppressor of cytokine signaling 1 (SOCS-1) (Bio-Rad, Hercules CA), rabbit polyclonal anti-mouse iNOS (#PA3-030A, Thermo Fisher, Waltham MA), mouse monoclonal anti-human arginase I (Arg1, clone 19) (BD Biosciences, San Jose, CA), rabbit polyclonal anti- mouse tissue transglutaminase 2 (TGM2) (Bio-Rad), mouse anti-human CD206-PE (macrophage mannose receptor) (Clone 3.29B1.10) (Beckman Coulter, Brea CA), rabbit polyclonal anti-mouse resistin-like molecule α (RELMα) (PeproTech, Rocky Hill NJ), sheep polyclonal anti-human indoleamine-pyrrole 2,3 dioxygenase (IDO) (Bio-Rad, Hercules, CA) and rabbit polyclonal CXCL10 (IP-10) (BioRad). Negative controls included cells that were labeled with isotype-matched, irrelevant target antibodies, including mouse IgG1 (Thermo Fisher) or ChromPure Rabbit IgG (Jackson Immuno Research Labs, West Grove PA).

After staining with appropriately diluted primary antibodies (or isotype matched, irrelevant antibodies), cells were washed and then labeled with secondary antibodies, which included AffiniPure donkey anti-rabbit or anti-mouse IgG (Jackson ImmunoResearch Labs, West Grove, PA). Immunolabeled cells were analyzed on a Beckman Coulter Gallios flow cytometer (Brea, CA), and the flow cytometry data were then analyzed using FlowJo Software v10.5 (Ashland, OR).

### Macrophage immunocytochemistry

Macrophages were grown in 8-well chamber slides for 7 days, using culture conditions described above, and then fixed with 4% paraformaldehyde (Fisher Scientific, Hampton NH) for 10 min at room temperature, then washed twice with PBS. Next, the cells were permeabilized using 0.1% Triton X in PBS for 15 min at room temperature and then blocked with 10% normal donkey serum in 1% BSA for 1 h (Jackson Immuno Research Labs, West Grove PA). Primary antibodies (or irrelevant isotype matched antibodies) as described for flow cytometry (above) were then added and incubated overnight at 4°C with 0.25% saponin for permeabilization. Following overnight incubation with primary antibodies, the slides were washed and incubated with appropriate secondary antibodies in 0.25% saponin in PBS for 1 h, washed twice, followed by addition of DAPI (diamidino-2-phenylindole) for nuclear staining (Thermo Fisher, Waltham, MA). Slides were cover slipped and mounted with ProLong™ Diamond Antifade Mounting medium (Thermo Fisher, Waltham, MA) and were then examined under fluorescence microscopy using an Olympus IX83 spinning disk confocal microscope. A series of 10 random fields per slide were imaged at 20X magnification, and the images were than subject to image quantification, using ImageJ software, and the median fluorescence intensity for marker expression was calculated. Background fluorescence threshold for each channel was set based on matched negative isotype control staining. Examples of negative isotype staining is included in Supplementary Figure S1.

### Expression of co-stimulatory molecules by polarized macrophages

Polarized macrophages were generated as noted above, and then immunolabeled with the following co-stimulatory molecule antibodies: PE-conjugated rat anti-human CD86 (Clone IT2.2; eBioscience, San Diego, CA); FITC-conjugated rat anti-canine MHCII (Clone YKIX334.2; Bio-Rad, Hercules, CA); or Alexa Fluor^®^ 647-conjugated anti-human CD40 (Clone LOB7/6; Bio-Rad, Hercules, CA). Immunolabeled cells were analyzed on a Beckman Coulter Gallios flow cytometer (Brea, CA), and data were analyzed using FlowJo Software.

### Cytokine secretion by polarized macrophages

Supernatants from polarized and control macrophages (triplicate cultures for each condition) were collected after 24 h in culture stimulated with 600 ng/mL of LPS (Sigma-Aldrich, St. louis, MO), and assessed for release of MCP-1, IL-8, IL-10, TNF-α, and IL-1β using canine specific DuoSet ELISAs (R&D Systems Inc., Minneapolis, MN). All ELISAs were performed according to manufacturer recommended protocols. In some studies, macrophages were also stimulated with LPS (10 ng/mL) to generate an internal positive control for cytokine release.

### Phagocytosis assay

Macrophage phagocytosis was quantitated using a 6 h assay, as previously described (24). Briefly, the assay used log phase *S. aureus* stained with a phHrodo Red Phagocytosis Particle Labeling kit (Thermo Fisher, Walthamh MA), in accordance with manufacturer instructions. Labeled *S. aureus* was added to macrophage cultures at an MOI of 5 (5 bacteria per macrophage). Cells with bacteria were then cultured in an IncuCyte instrument (Essen BioScience Inc), and images (9 images per well) were collected every 15 min using a 10X objective, and the average red object integrated intensity was analyzed using IncuCyte S3 Software.

### Measurement of NO2^−^ production

Nitric oxide release was measured using the Griess reagent and macrophage supernatants after 48 h stimulation with 600 ng/mL of LPS, according to manufacturer protocols (Promega, Madison, WI).

### Bactericidal assay

Macrophage bactericidal activity was assessed as described previously (23, 25). Briefly, cultures of *S. pseudointermedius* were propagated in antibiotic-free macrophage growth medium overnight and grown to log phase prior to addition to macrophage cultures. Macrophages were infected with *S. pseudointermedius* at an MOI of 3 in 100 uL of pre-warmed HBSS (Hanks' Balanced Salt Solution) (Thermo Fisher, Waltham, MA) containing Ca^++^ and Mg^++^ and 10% normal, heat-inactivated dog serum, then incubated for 1 h to allow phagocytosis of bacteria. After 1 h of incubation, extracellular bacteria were removed by washing and infected macrophages were either lysed immediately (T0) or cultured for 3 additional hours (T3hr) to assess intracellular killing activity. Numbers of viable bacteria were determined by plating serial 10X dilutions of macrophage lysates on LB agar in 4-quadrant plates (Thermo Fisher Scientific). Manual determination of CFU was done after 24 h of culture at 37°C. Bacterial colony counts at time 0 and after 3 h of culture were determined and the differences in CFU between 0 and 3 h (T3hr-T0) were expressed as the mean percent change in CFU, which was used as a measure of bactericidal activity.

### RNA sequencing

mRNA sequencing was performed on cultured macrophages as previously described (26). Briefly, macrophages were incubated in polarizing cytokines for 24 h prior to RNA extraction. RNA was extracted using a RNeasy mini kit (Qiagen, Hilden Germany), and the RNA was then subjected to sequencing at Novogene Corp, using an Illumina platform (Novogene Co., Sacramento, CA), as described previously (24, 27, 28). RNA samples were tested for RNA quality using an Agilent 2100 Bioanalyzer system, and RNA integrity numbers for macrophage samples ranged from 8.5 to 9.4.

Libraries were sequenced on an Illumina PE150 (HiSeq) platform with a 250 to 300 bp insert cDNA library, for 40M raw reads per sample. Raw data were filtered by removing reads containing adapters and reads containing *N* > 10% and for Phred scores >30. The filtered reads obtained from Novogene were analyzed using Partek Flow software, version 7.0. Filtered reads were aligned with STAR 2.7.3a, CanFam3.1 genome assembly. Aligned reads were annotated and counted using HT-seq (29), and differentially expressed genes were identified using DEseq2 (30). Further biological interpretations including gene ontology enrichment and gene set enrichment analysis were then performed using GSEA (https://www.gsea-msigdb.org/gsea/index.jsp).

The data discussed in this publication have been deposited in NCBI's Gene Expression Omnibus and are accessible through GEO Series accession number GSE207661 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE207661).

### Statistical analyses

Statistical analyses were done using Prism8 software (GraphPad) and the results are shown as the mean ± SD (unless otherwise stated), with the significance set at *p* < 0.05. The normality of the data was examined using the Shapiro-Wilk normality test. Comparisons between 3 or more groups were done using a one-way ANOVA, followed by Tukey's multiple comparisons *post-hoc* test, or as otherwise stated. Most experiments were repeated 3 times, using macrophages generated from different, unrelated dogs. DEG calculations for RNA seq were computed with DEseq2, significance denoted as *p*-value with false discovery rate (FDR) ≤ 0.05.

## Results

### Identification of flow cytometric markers to define polarization states

To better define the phenotypic markers associated with polarization in canine macrophages, we screened a panel of antibodies that are known to be upregulated through polarization of human and murine macrophages (13, 14, 16, 18, 21, 28, 31). Screened antibodies included those recognizing Arg1, iNOS, CXCL10, IDO, SOCS-1, Fizz1/RELMα, CD206, and TGM2. The antibodies were initially evaluated for recognition of both surface and intracellular expressed molecules, using flow cytometry (Figure 1). This screen identified 4 cross-reactive antibodies, including intracellular iNOS (upregulated by M1 macrophages), arginase and TGM2. Figure 1A as well as CD206 (surface). The Fizz1/RELMα, CXCL10 and IDO, used in these experiments were negative or not cross-reactive.

**Figure 1:**
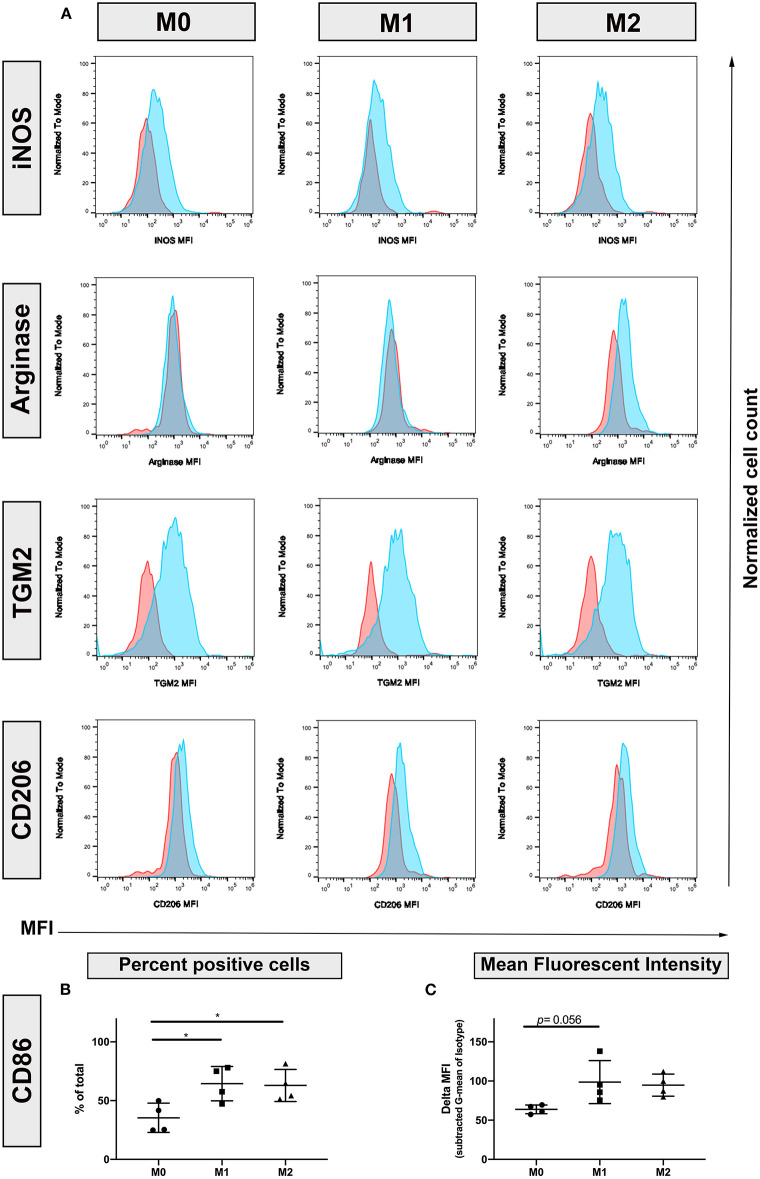
Identification of canine macrophage polarization by flow cytometry. Monocyte-derived macrophages were generated from blood of healthy dogs by *in vitro* culture with or without cytokines as described in methods, and expression of molecules associated with M1 and M2 macrophages was assessed using flow cytometry and cross-reactive antibodies iNOS, inducible Nitric Oxide Synthase; Arginase, TGM2, Transglutaminase 2; CD206, macrophage mannose receptor. **(A)** Primary antibody staining depicted in blue histograms, while isotype matched, irrelevant antibody staining depicted by red histograms. Marker abbreviation: M0, unstimulated macrophages; M1, macrophages activated with IFN-γ; M2, macrophages activated with IL-4 and IL-13; **(B)** CD86 expression. % positive cells of total cells immunostained **(C)** MFI, mean fluorescence intensity. Normalized to isotype controls.

We next evaluated the impact of polarization on expression of 3 key macrophage co-stimulatory molecules (MHCII, CD86, and CD40). Both IFN-γ and IL-4/IL-13 polarized macrophages exhibited upregulated expression of CD86 (Figures 1B,C), compared to resting (M0) macrophages. Unexpectedly, macrophage expression of MHCII and CD40 was not upregulated by M1 polarization (data not shown).

### Intracellular expression of macrophage polarization markers

Polarized macrophages were also screened for intracellular expression of relevant immune molecules using immunofluorescence staining. Intracellular antibodies that were found to be cross-reactive with immune-related proteins expressed by canine macrophages include iNOS (Figures 2A–C), CD206 (Figures 2D–F), TGM2 (Figures 3A–D), arginase (Figures 3E–H) and SOCS1 (Figures 3I–L). We found that IFN-γ polarized, inflammatory M1 significantly upregulated intracellular expression of iNOS (Figures 2B,H,K,N), consistent with previous reports (3, 32–34). Under IL-4/IL-13 polarizing conditions, M2 macrophages significantly upregulated expression of CD206 (Figures 2I,J,M), arginase (Figures 3G,H), TGM2 (Figure 3C), and SOCS1 (Figure 3K). Upregulated expression of CD206 by M2 macrophages was noted in an earlier report (35), but the other 3 markers (arginase, TGM2, and SOCS1) have not been previously reported as to expression by canine M2 macrophages. Furthermore, CD206 and iNOS expression were found to be most accurate in discriminating between M1, M2 and M0 phenotypes (Figures 2G,H,I); with significant differences between total percentage of positive cells expressing the markers, along with differences in total cellular expression, as assessed by mean fluorescence intensity (Figures 2J–N). We next evaluated the utility of using ratios of the above marker expression levels to help further discriminate the 3 polarization states in canine macrophages. From this screen, the ratio of CD206 to iNOS expression provided significant and clear distinction between the 3 polarization states of canine macrophages (Figure 2O). In summary, these studies identified a panel of cross-reactive antibodies that could be used to define polarized canine macrophages in tissues and provide better discrimination of the different macrophage polarization states.

**Figure 2:**
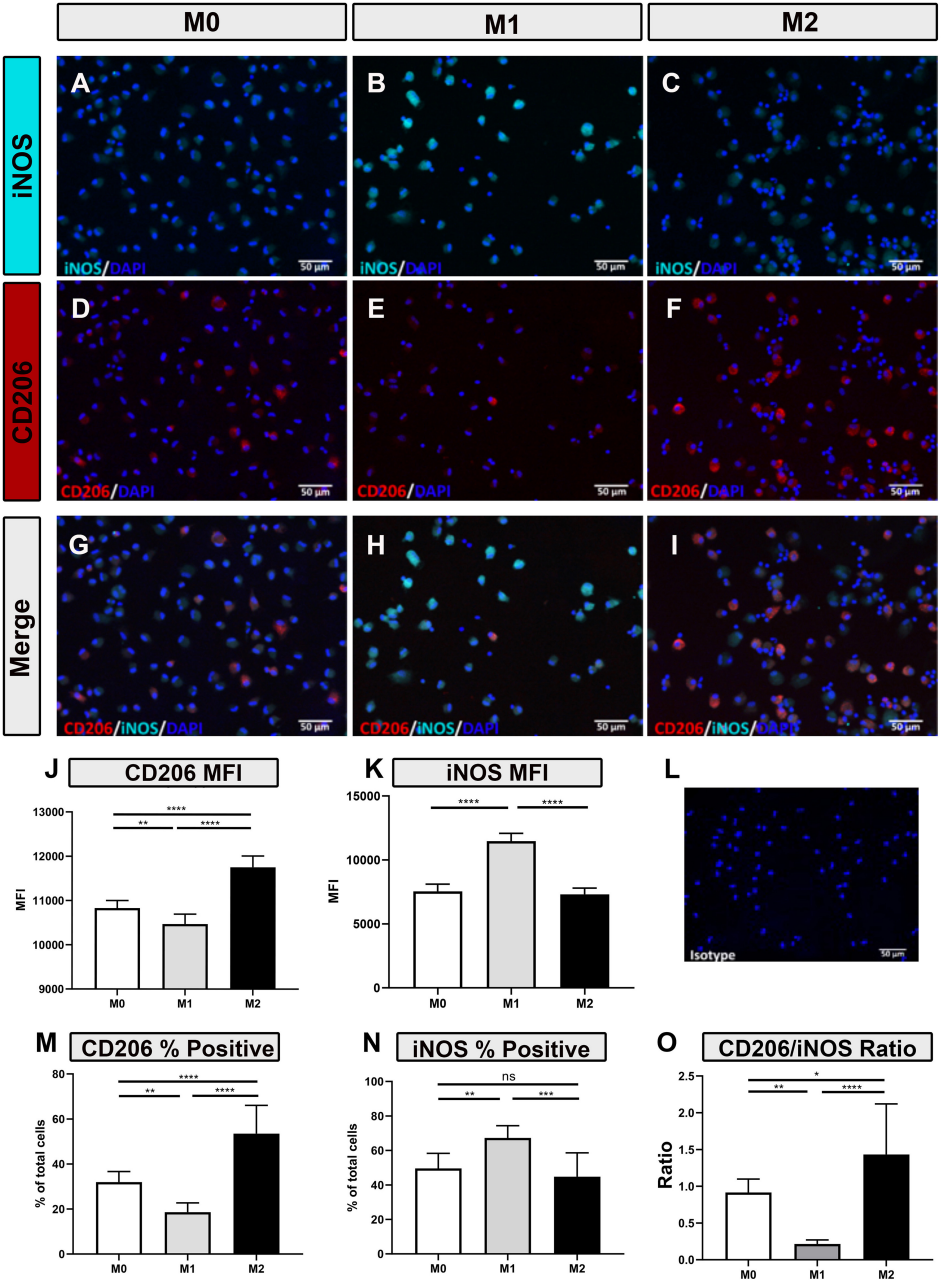
Macrophage responses to polarization as assessed by immunofluorescence staining for iNOS and CD206 intracellular expression. **(A–C)** Immunoflourescence (IF) staining of iNOS expression (cyan) **(D–F)** CD206 (red) in M0, M1 and M2 macrophages as described in Methods, DAPI nuclear staining in blue **(G–I)** Merged images of immunolabeled M0/M1/M2 macrophage (left, middle, and right columns, respectively). Immunostaining with isotype control antibody is shown in image **(L)**. Graphical representation of Mean Fluorescent Intensity (MFI) of CD206 expression **(J)** and iNOS expression **(K)**, and the **(M)** percentage of cells expressing CD206 or **(N)** percentage expressing iNOS **(O)**. Ratio of MFI by CD206 expressed cells (numerator) and iNOS expressing cells (denominator), was calculated for M0, M1, and M2 macrophages. Scale bar indicates 50 μm. Values are plotted as mean ± SD. Statistical differences assessed using One-way ANOVA, followed by Tukey's multiple means adjustment (*p ≤ 0.05, **p ≤ 0.01, ***p ≤ 0.001, **** *p* ≤ 0.0001).

**Figure 3:**
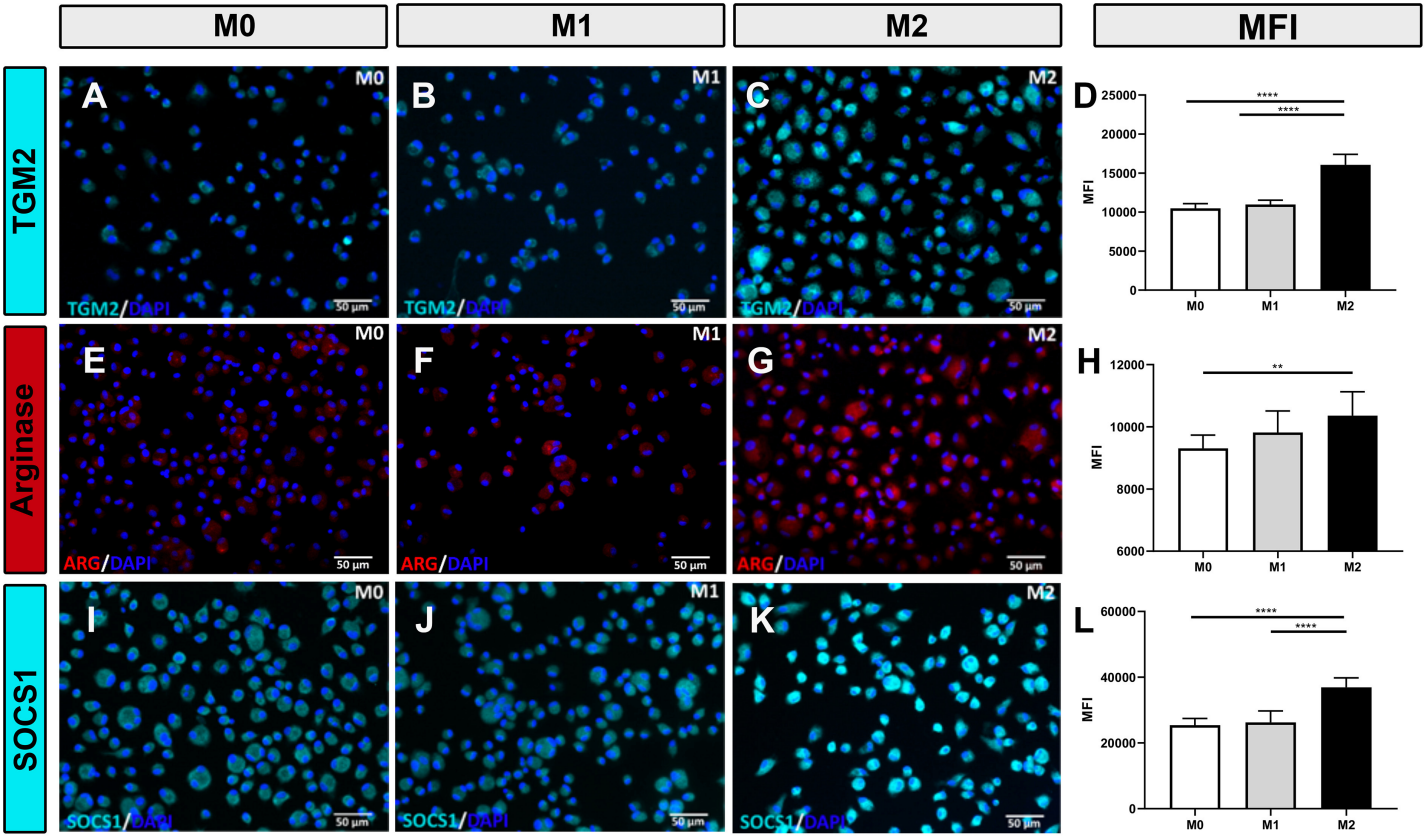
Macrophage responses to polarization assessed by immunofluorescence staining for intracellular TGM2, arginase, or SOCS1 expression. **(A–C)** Immunofluorescence staining for TGM2 expression (cyan) by M0, M1, and M2 differentiated macrophages (left, middle, and right columns, respectively. **(D)** Mean fluorescence intensity (MFI) for intracellular TGM2 expression depicted in bar graphs. **(E–G)** Immunofluorescence staining for intracellular expression of arginase (red). MFI for arginase expression depicted in bar graph **(H)**. **(I–K)** Immunofluorescence staining for intracellular expression of SOCS1 (cyan). MFI for SOCS1 expression depicted in bar graph. **(L)** Values are plotted as mean ± SD. Statistical differences assessed using One-way ANOVA, followed by Tukey's multiple means adjustment (*p ≤ 0.05, **p ≤ 0.01, ***p ≤ 0.001, **** *p* ≤ 0.0001). Scale bar indicates 50 μm.

### Polarized macrophages display unique inflammatory and bactericidal activities

The next studies focused on defining the functional properties of polarized canine macrophages. Basal cytokine secretion was assessed first, using a panel of 5 cytokines relevant to macrophage biology. Neither of the 3 macrophage populations exhibited significant differences in basal cytokine secretion, and total concentrations were low (data not shown). We then evaluated cytokine production by LPS-activated macrophages. Under these conditions, we observed that M1 polarized macrophages exhibited significantly downregulated secretion of MCP-1 and IL-10 (Figures 4A,D) compared to M0 or M2 macrophages. In contrast, M2 macrophages secreted significantly more IL-8 (Figure 4C) compared to M1 macrophages, and also significantly more TNF-α (Figure 4B) compared to resting M0 macrophages. Despite a trend toward increased IL-1β production in the M1 macrophages, the concentrations did not reach statistical significance when compared to either M0 or M2 macrophages (data not shown).

**Figure 4:**
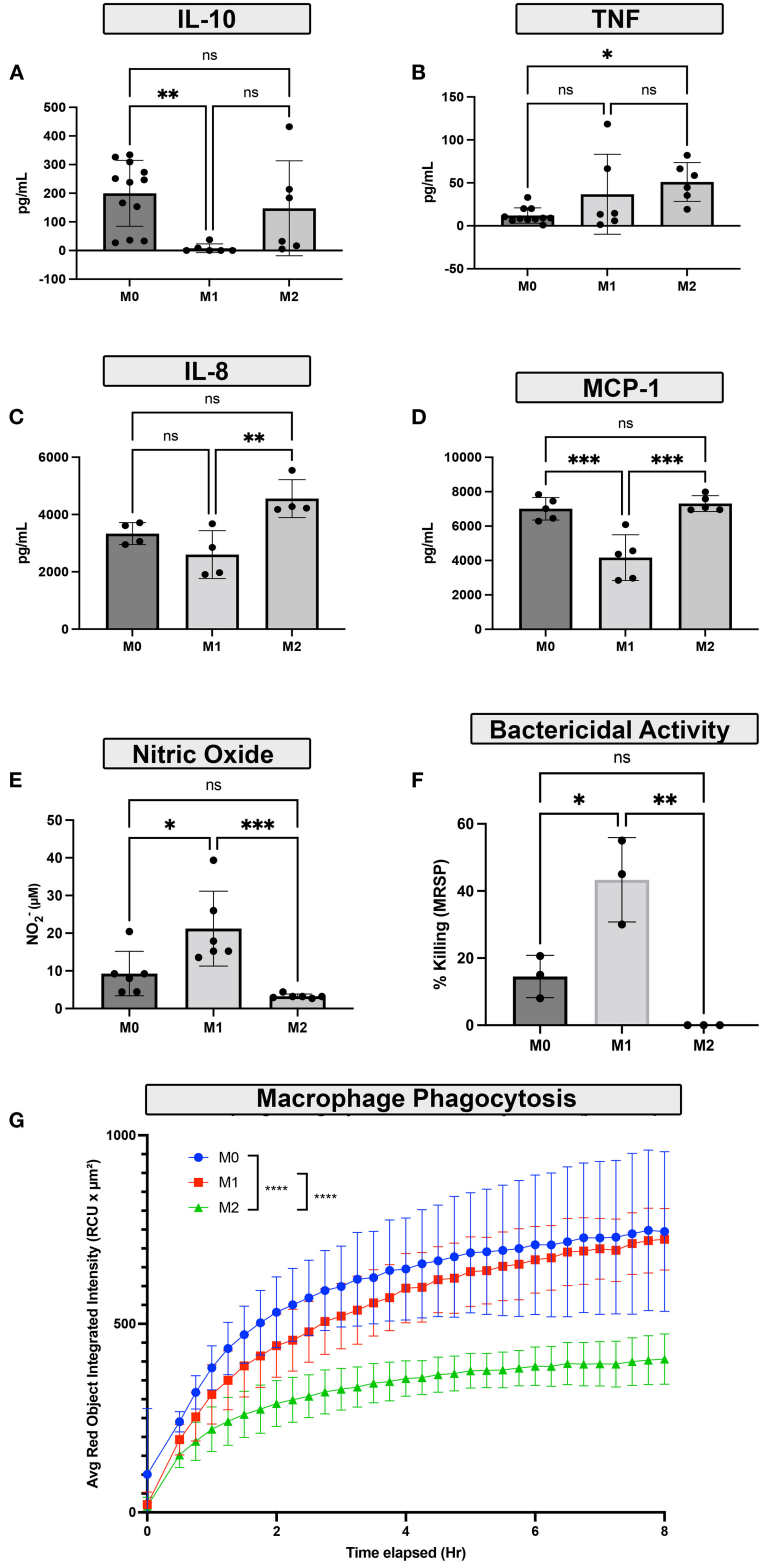
Impact of polarization on macrophage functional responses. **(A–D)** Monocyte-derived macrophages were polarized by cytokine culture to either M1, M2 polarization states, or resting (M0). The LPS stimulated cytokine responses of polarized macrophages over 48h in culture following polarization were assessed using cytokine ELISA. **(A)** IL-10 release **(B)** TNF-α release **(C)** IL-8 release **(D)** MCP-1. **(E)** Nitric oxide (NO) production in response to LPS stimulation was measured by Griess reaction assay. **(F)** The impact of macrophage polarization on bactericidal activity was assessed by killing of *S. pseudointermedius*, bactericidal assay was performed with 1 h for phagocytosis followed by 3 h of bacterial killing activity. Bar graph shows percent killing as ratio of 3-h bacterial growth compared to baseline, as colonies in CFU/mL. **(G)** The effects of polarization on bacterial phagocytosis were measured over time using labeled *S. aureus* and quantified by Incucyte instrument. For the phagocytosis assay, M0 macrophages are depicted in blue, M1 macrophages were depicted in red, and M2 macrophages were depicted in green. The x-axis denotes incubation time in hours. Data are depicted graphically as mean ± SD. Statistical differences were determined using one-way ANOVA, followed by Tukey's multiple comparisons adjustment (*p ≤ 0.05, **p ≤ 0.01, ***p ≤ 0.001, **** *p* ≤ 0.0001), ns for non-significant.

The impact of polarization on the ability of macrophages to phagocytose and kill relevant intracellular bacteria was assessed next, using *S. aureus* and *S. pseudointermedius* as target bacteria M2 macrophages were significantly less effective in phagocytosing *S. aureus* than either M0 or M2 macrophages (Figure 4G) and were also significantly less able to kill intracellular *S. pseudointermedius* than either M0 or M1 macrophages (Figure 4F). Production of NO (Nitric oxide), a key molecule responsible for bactericidal activity, was also significantly depressed in M2 macrophages (Figure 4E), while M1 macrophages produced more NO and generated significantly increased bactericidal activity.

### Transcriptomic profile of polarized macrophages identifies specific gene signatures in dogs

Finally, we used RNA sequencing to elucidate important differences between the two types of macrophage polarization states (Figures 5–7). Macrophage cultures were stimulated with relevant cytokines for 24h, and then mRNA sequencing was performed on the 3 macrophage populations (resting, M1 and M2). Each set of conditions were evaluated independently using macrophage cultures generated from 3 unrelated, healthy dogs. 

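Macrophages were grown from blood monocytes of 3 dogs for 7 days in macrophage colony-stimulating factor (M-CSF) at 10 ng/mL. They were then kept for 24 h without added cytokine (M0), with IFN-γ at 20 ng/mL (M1), or with IL-4 and IL-13 at 20 ng/mL each (M2). This gave 3 samples in each of 3 groups, 9 in all. The sample labels repeat the same 3 descriptions in every group, read here as the 3 dogs, and the paper's text names no term for the dog in its comparisons. The paper gives a depth of 40000000 raw reads per sample. The authors filtered the reads, aligned them with STAR 2.7.3a to the CanFam3.1 dog genome in Partek Flow 7.0, counted them per gene with HTSeq and compared the groups with DESeq2. The values used here are the authors' deposited table of these comparisons, which lists 12696 protein coding genes with a log2 ratio, a p-value and an FDR for each pair of groups and the authors' mean normalized count of each group. The authors' means summed to 26728643 normalized counts in M0, 28039918 in M1 and 27312028 in M2. These sums are of counts already normalized for depth, so they do not give the depth of any group. Counts per sample were not analysed here. A mean of at least 50 was reached by 10612 genes in M0, 10357 in M1 and 10553 in M2.

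A standard error was computed for each log2 ratio from the ratio and its p-value, as the Wald test behind that p-value implies, and from it a 95% interval. The 3 comparisons of a gene implied the same dispersion: across 6926 genes, which are not independent replicates, the lowest correlation of their log dispersions was 0.99992. A single fit with a dispersion shared by the groups gives this by construction. It checks the computation and does not show that the groups were equally variable. The coefficient of variation between samples that these errors imply had a median of 22.1% over these genes, with quartiles of 14.6% and 38.3%. Over the 4998 of them with a mean of at least 50 in all 3 groups the median was 17.4%. It does not separate differences between dogs from those between cultures or libraries. The authors' FDR corresponds to an adjustment over 13797 genes, more than the table lists. Gene lists for the pathways the paper discusses, and marker lists for cell types a culture could hold, were fixed before the authors' deposited table was opened, when part of the paper's supplementary tables had been seen. Each list was counted at the authors' FDR, adjusted again over the list alone, and tested against all other genes with limma's cameraPR, adjusted over 117 tests. That test took a preset correlation of 0.01 between genes. An estimated correlation needs values per sample and could not be had, so a preset of 0.05 was tried beside it.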

Analysis comparing M1 and M0 macrophages revealed 324 significantly upregulated genes, defined as ≥log2 Fold change, and with an FDR *p*-value cut off of 0.05 (Figure 5A). 

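SLC25A48, a member of the mitochondrial carrier family, had a mean of 24.3 normalized counts in M0 and 5990.5 in M1, a log2 ratio of 7.94 (FDR = 8.21e-157) in the authors' deposited table. The error that its p-value implies is 0.29, with a 95% interval of 7.37 to 8.52. LIPG, which encodes endothelial lipase, NEURL3, an E3 ubiquitin ligase, and TIMP4, an inhibitor of matrix metalloproteinases, had log2 ratios of 6.03, 5.71 and 5.23 in the authors' deposited table, from means of 12.8, 137 and 8.86 in M0. Their implied standard errors were 0.43, 0.47 and 0.47. GPR31, a G protein-coupled receptor, rose by 6.12 on the log2 scale (FDR = 1.68e-77) in the authors' deposited table, with an interval of 5.49 to 6.75. Over the 324 genes past an FDR of 0.05 and a log2 ratio of 1.5 in the authors' deposited table, the median log2 ratio was 2.28 and the median implied standard error 0.39. For 37 of them the authors' mean in M1 was under 50, and 37 carry an identifier without a gene name in the authors' deposited table. The 95% interval lay wholly above 1.5 for 148, a criterion chosen after the data were seen.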

Significantly upregulated genes in M1 macrophages included IDO1, CXL10, complement C3 (Figure 5C), and others that mapped to pathways including IFN-γ, IFN-α and oxidative phosphorylation (Figure 5B). 

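IDO1, the enzyme that opens the breakdown of tryptophan along the kynurenine pathway, rose from a mean of 159 to 104559 normalized counts in the authors' deposited table. Its log2 ratio there was 9.37 (FDR = 4.07e-36), and the implied 95% interval runs from 7.95 to 10.78. CXCL10, a chemokine that attracts T cells through CXCR3, rose from 318 to 105296, a log2 ratio of 8.37 (FDR = 2.37e-78) in the authors' deposited table. C3, the central component of complement, rose by 5.34 on the log2 scale (FDR = 1.08e-181) in the authors' deposited table. The implied standard errors were 0.72, 0.44 and 0.18.

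Of 48 measured genes of the IFN-γ response, 36 were higher in M1, 1 was lower and 11 did not pass in the authors' deposited table (37 higher and 1 lower when adjusted over the list alone). The list stood above the other genes (limma cameraPR, adjusted p = 6.45e-42). GBP6, a guanylate-binding protein, BATF2, a transcription factor, and CD274, which encodes PD-L1, rose by 3.92, 3.72 and 2.94 in the authors' deposited table, with implied errors of 0.24, 0.26 and 0.19. FCGR1A, the high-affinity IgG receptor, fell, with a log2 ratio of -0.86 (FDR = 0.00132) in the authors' deposited table. Of 39 type I interferon stimulated genes, 8 were higher and 0 lower, with 31 not passing in the authors' deposited table (7 and 0 adjusted over the list alone), and at an unadjusted p under 0.05 15 were higher and 0 lower. This list passed with an adjusted p = 0.0271 from limma cameraPR, and at a preset correlation of 0.05 it did not (adjusted p = 0.183). Its members NUB1 and PARP14 had log2 ratios of 1.39 (FDR = 1.45e-11) and 2.07 (FDR = 4.08e-04) in the authors' deposited table, with implied errors of 0.19 and 0.51.

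Of 51 measured subunits of the respiratory chain and ATP synthase, 38 were higher in M1, 1 was lower and 12 did not pass in the authors' deposited table (43 and 1 adjusted over the list alone; adjusted p = 3.69e-11 from limma cameraPR). The median log2 ratio of the list was 0.62. SDHB, an iron-sulfur subunit of complex II, rose by 1.74 and UQCRB, a subunit of complex III, by 1.06 in the authors' deposited table, while NDUFV2, of complex I, fell, at -0.49 (FDR = 0.00104).

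**Figure D1:**
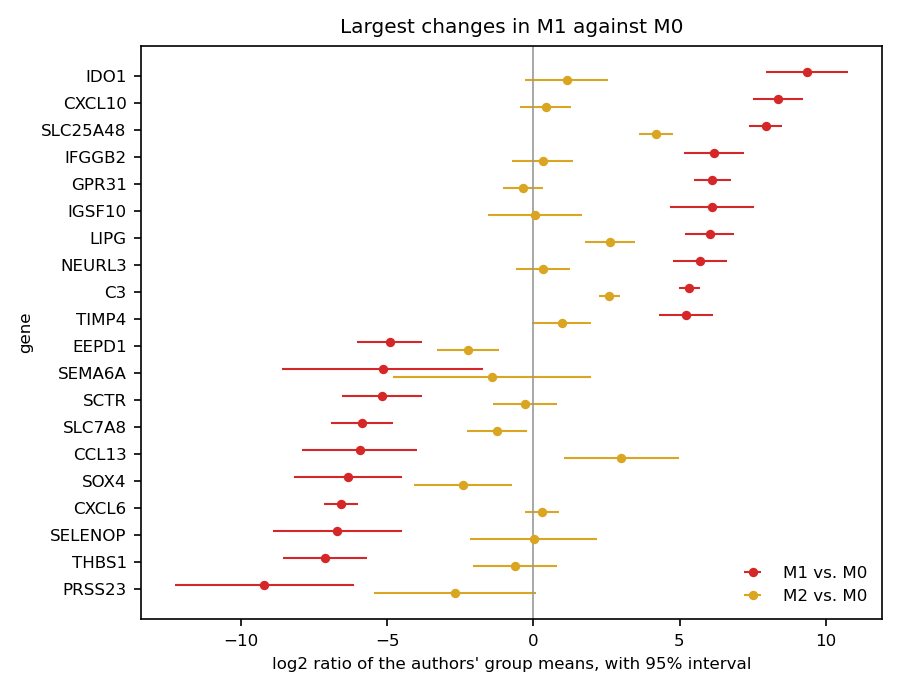
The 20 genes with the largest changes in M1 against M0 macrophages, with the log2 ratio of normalized counts on the horizontal axis, against M0 for M1 in red and for M2 in gold. Points are the log2 ratios of the authors' deposited table and lines the implied 95% intervals. For IDO1 and CXCL10 the M2 interval includes 0 while the M1 interval starts at 7.95 and 7.51.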

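Complement genes moved in both directions in M1 macrophages. SERPING1, the C1 inhibitor, rose by 4.41 on the log2 scale (FDR = 4.74e-22) and C1R, a protease of the C1 complex, by 4.81 (FDR = 2.81e-14) in the authors' deposited table, with implied errors of 0.43 and 0.59. C1R had means of 3.63 normalized counts in M0 and 102 in M1 in the authors' deposited table. C5AR1, the receptor of C5a, and ITGAM, the alpha chain of complement receptor CR3, fell, at -1.29 and -1.33 (implied errors 0.11 and 0.13) in the authors' deposited table. Of 20 complement genes, 7 were higher, 6 lower and 7 did not pass in the authors' deposited table (7 and 7 adjusted over the list alone). The list as a whole did not stand apart (limma cameraPR, adjusted p = 0.208), with a median log2 ratio of -0.36 and a mean of 0.71, which differ in sign. With log2 ratios as the gene statistic, cameraPR called it higher in M1 (limma, adjusted p = 0.00141).

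Of 31 genes of apoptosis and cell death, 13 were higher, 1 was lower and 17 did not pass in the authors' deposited table (15 and 1 adjusted over the list alone; adjusted p = 2.23e-06 from limma cameraPR). BCL2L14, a member of the BCL-2 family, rose by 4.23 and BAK1, which permeabilizes the outer mitochondrial membrane, by 1.89 in the authors' deposited table, with implied errors of 0.25 and 0.14. BIRC3, which restrains cell death, rose by 2.83 (FDR = 3.68e-16) in the authors' deposited table. Only 12 of 20 listed genes of the respiratory burst and nitric oxide metabolism were measured, so the counts say nothing of the others. Among these 12, 0 were higher (1 at an unadjusted p under 0.05), 2 were lower and 10 did not pass in the authors' deposited table (0 and 2 adjusted over the list alone, and adjusted p = 0.548 from limma cameraPR). The lower genes include ARG2, a mitochondrial arginase (-1.45, FDR = 9.13e-09), in the authors' deposited table.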

Other upregulated genes in M1 macrophages included those associated with biological processes such as humoral immune response, oxidative cell stress and apoptotic cell pathways (see Supplementary Table S1 for full gene list).

**Figure 5:**
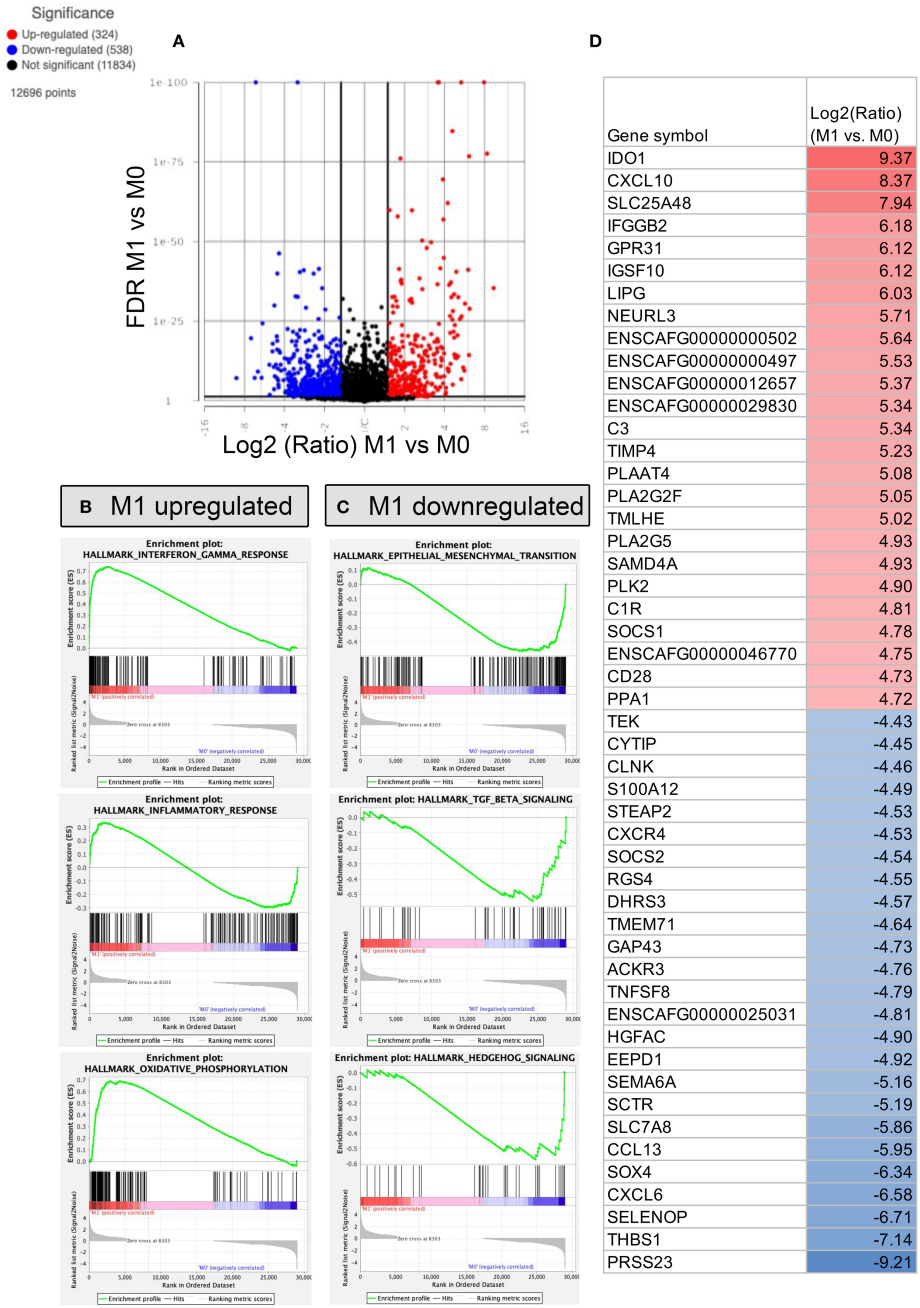
RNA sequencing and transcriptomic analysis of canine polarized macrophages, with comparison of M1 to M0 macrophages. To assess macrophage transcriptome responses to polarization, cells were cultured for 24 h in IFN-γ (M1 macrophages), or no added cytokine (M0), then RNA was sent for sequencing on an Illumina Hiseq sequencer. **(A)** A volcano plot is used to depict differentially expressed genes, with x-axis cutoff (black line) at 1.5 Log2 fold change, y-axis cut off at FDR (false discovery rate) 0.05. Upregulated genes are depicted in red, downregulated genes in blue. **(B)** Gene Set Enrichment Analysis (GSEA) Hallmarks pathway analysis was performed, using normalized counts of M1 and M0 macrophages. The top 3 most upregulated pathways in M1 macrophages are displayed as GSEA plots. The top graph with green peak depicts the enrichment score, followed by black lines indicating where the members of the gene set appear in the ranked list of genes. The bottom portion of the graph shows the value of the ranking metric indicating gene correlations with pathways. **(C)** GSEA Hallmarks pathway analysis of top 3 pathways enriched in M0 macrophages, with similar figures as for B. **(D)** Table showing the top 25 most upregulated and downregulated genes comparing M1 vs. M0 polarized macrophages. The Log2 fold upregulated or downregulated gene expression is depicted, with upregulated genes in red, and most downregulated genes depicted in blue.

**Figure 6:**
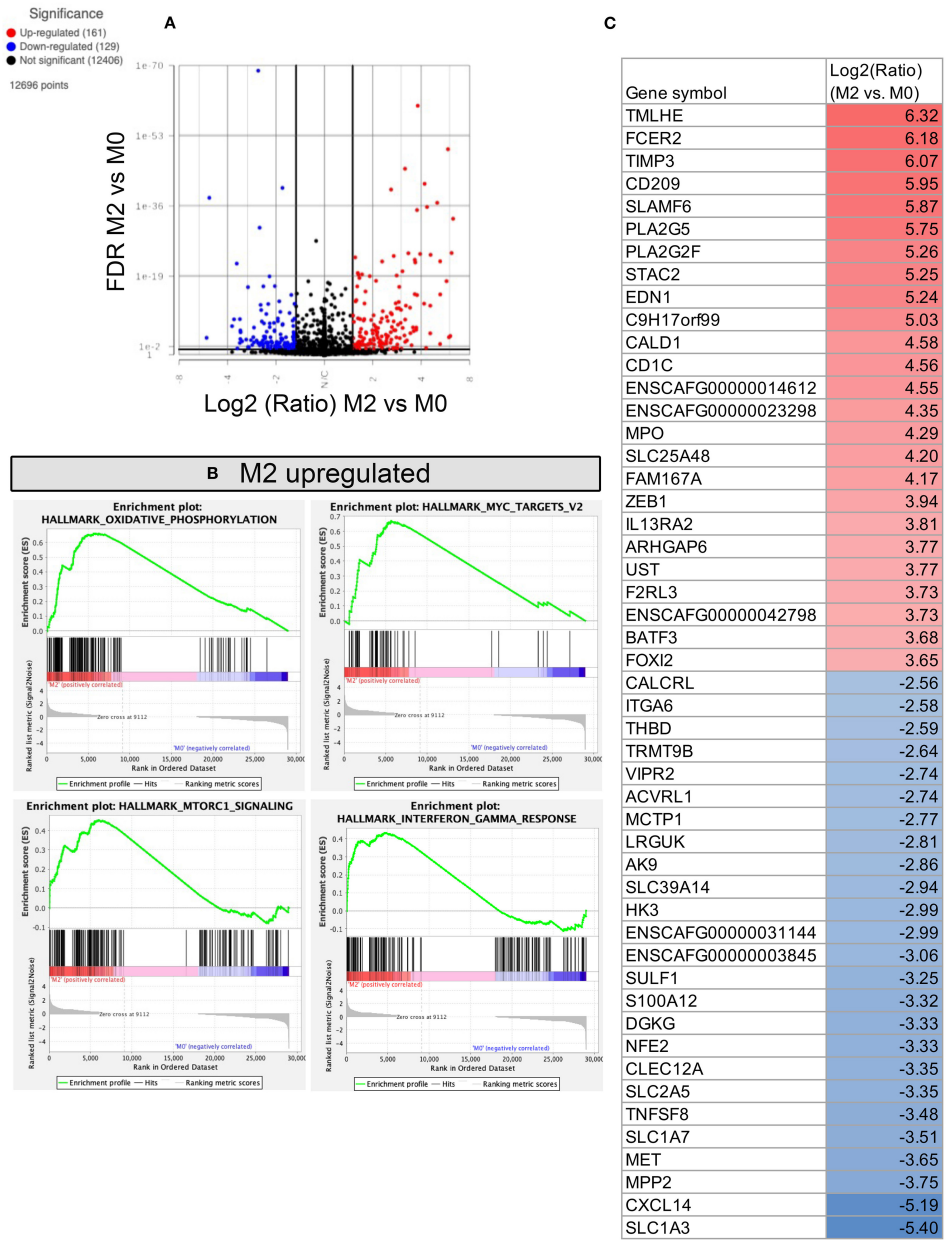
RNA sequencing and transcriptomic analysis of canine polarized macrophages, with comparison of M2 to M0 macrophages. **(A)** A volcano plot depicting differentially expressed genes, with x-axis cut off (black line) at 1.5 Log2 fold change, y-axis cut off at FDR (false discovery rate) 0.05. Upregulated genes are in red, downregulated genes in blue. **(B)** GSEA Hallmarks pathway analysis, using normalized counts generated from M2 and M0 macrophages. The top 4 significantly upregulated pathways in M2 are displayed as GSEA plots. No downregulated pathways were statistically significant. **(C)** Table depicting the top 25 most upregulated and downregulated genes comparing M2 vs. M0 polarized macrophages. Figure lists Log2 fold change values, with highest fold change upregulated genes in red, and lowest fold change downregulated genes in blue.

**Figure 7:**
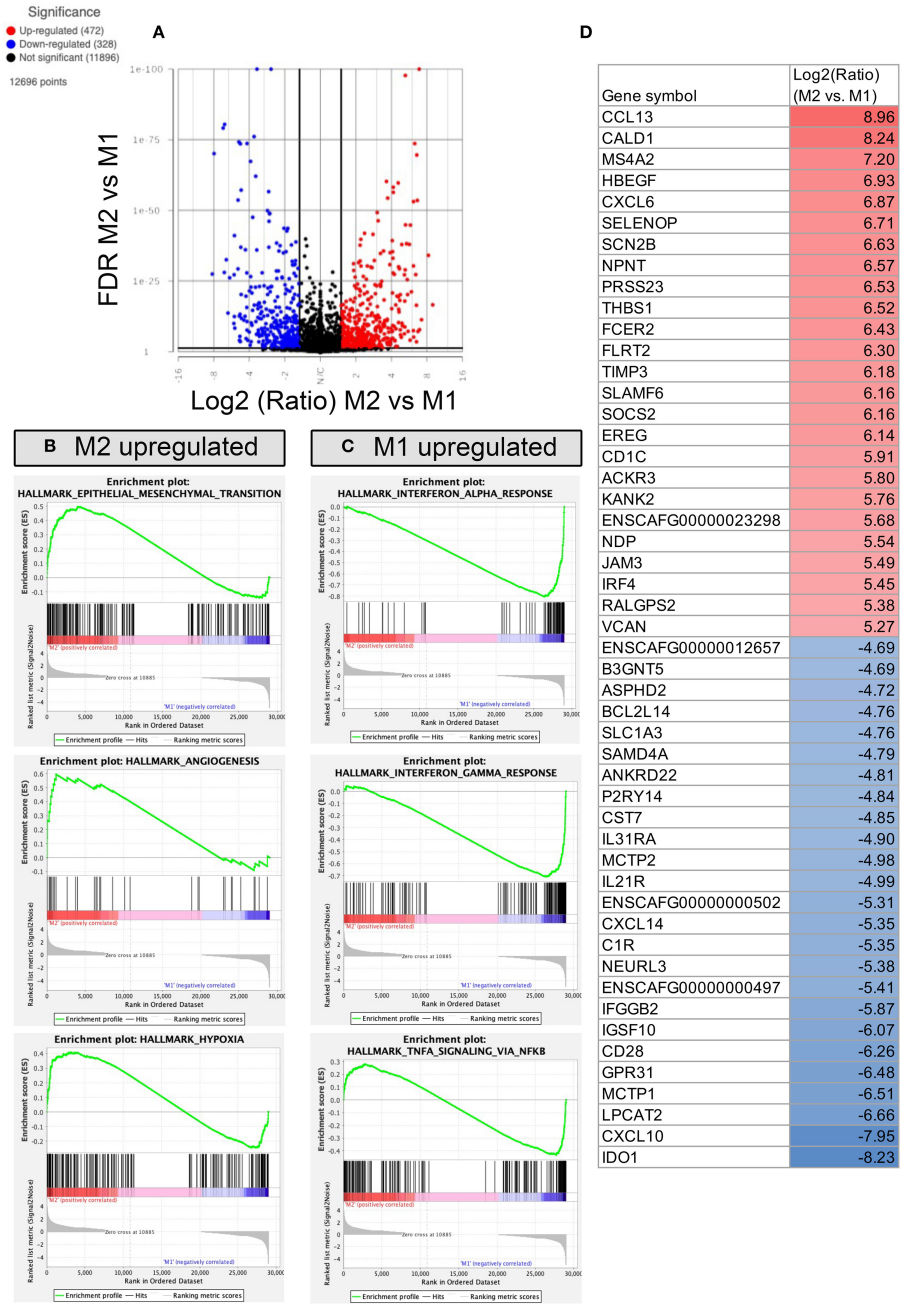
RNA sequencing and transcriptomic analysis of canine polarized macrophages, with comparison of M2 to M1 macrophages. **(A)** A volcano plot of differentially expressed genes, with x-axis cut off (black line) at 1.5 Log2 fold change, y-axis cut off at FDR (false discovery rate) 0.05. Upregulated genes in red, downregulated genes in blue. **(B)** GSEA Hallmarks pathway, using normalized counts generated from transcriptomes of M2 and M1 macrophages. The top 3 significantly upregulated pathways in M2 (*P* < 0.05) are displayed as GSEA plots. **(C)** GSEA top 3 pathways enriched in M1 macrophages, with similar figures as for B. **(D)** Table depicting the top 25 most upregulated and downregulated genes comparing M2 vs. M1 polarized macrophages shown in Log2 fold change, with highest fold change upregulated genes in red, and lowest fold change downregulated genes depicted in blue.

We also found 538 genes that were significantly downregulated in M1 macrophages compared to M0 macrophages, including genes encoding SOX4, CCL13, TNFSF, CXCR4 (Figure 5D), as well as genes that mapped to epithelial to mesenchymal transition pathways and TGF–β and Hedgehog signaling (Figure 5C). 

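SOX4, a transcription factor, fell from a mean of 315 normalized counts in M0 to 3.89 in M1, a log2 ratio of -6.34 (FDR = 6.91e-10) in the authors' deposited table. CCL13, a chemokine for monocytes and eosinophils, had a log2 ratio of -5.95 (FDR = 6.14e-08), and TNFSF8, the ligand of CD30, -4.79 (FDR = 2.34e-04) in the authors' deposited table. CXCR4, the receptor of CXCL12, fell from 28349 to 1224, a log2 ratio of -4.53 (FDR = 1.44e-19) in the authors' deposited table. The implied standard errors were 0.95 for SOX4, 1.00 for CCL13, 1.14 for TNFSF8 and 0.47 for CXCR4. Over the 538 genes called lower in the authors' deposited table, the median log2 ratio was -2.15, with a median implied error of 0.51. The authors' mean in M0 was under 50 for 111 of them, and the interval lay wholly below -1.5 for 170, by the criterion chosen after the data were seen.

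Of 50 measured genes of epithelial to mesenchymal transition and matrix, 23 were lower in M1, 3 were higher and 24 did not pass in the authors' deposited table (26 lower and 3 higher adjusted over the list alone; adjusted p = 1.56e-05 from limma cameraPR). THBS1, a matrix glycoprotein that activates latent TGF-β, and the neutrophil chemokine CXCL6 had log2 ratios of -7.14 and -6.58 in the authors' deposited table (implied errors 0.73 and 0.30), while GADD45B and MMP2, a gelatinase, rose by 2.79 and 2.57. Of 50 genes of TGF-β signaling, 12 were lower, 3 higher and 35 did not pass in the authors' deposited table (12 and 3 adjusted over the list alone), and the list test missed its threshold (limma cameraPR, adjusted p = 0.0521). It passed when genes with a mean under 50 in the higher group were left out (limma cameraPR, adjusted p = 0.0367). PMEPA1, a target of TGF-β, and TGFBR1, its type I receptor, fell, at -2.46 and -1.56, while SMAD3 rose by 2.27 in the authors' deposited table. Of 25 hedgehog genes, 7 were lower, 0 higher and 18 did not pass in the authors' deposited table (7 and 0 adjusted over the list alone, and 1 higher at an unadjusted p under 0.05). That list passed (limma cameraPR, adjusted p = 0.0393), but not at a preset correlation of 0.05 (adjusted p = 0.170) or on log2 ratios (adjusted p = 0.117). GLI1, a transcription factor of the pathway, was at -1.57 (FDR = 7.78e-08) in the authors' deposited table. Of 17 monocyte and macrophage markers, 6 were lower in M1, 1 was higher and 10 did not pass in the authors' deposited table (6 and 1 adjusted over the list alone; limma cameraPR, adjusted p = 0.0393, and adjusted p = 0.149 at a preset correlation of 0.05 or 0.988 on log2 ratios). Lysozyme (LYZ) was at -1.95 and the M-CSF receptor CSF1R at -1.17, while the complement gene C1QB rose by 4.10 (FDR = 0.00245) in the authors' deposited table.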

Biological processes downregulated in M1 macrophages included inflammasome signaling, IL-13 production, fluid transport and chemokine production (see Supplementary material S1 for full gene list).

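Inflammasome genes moved in both directions in M1 macrophages. MEFV, which encodes pyrin, and NLRP1, an inflammasome sensor, fell, at -2.20 (FDR = 3.69e-42) and -1.25 (FDR = 1.26e-12) in the authors' deposited table. PYCARD, which encodes the adaptor ASC, and GSDMD, the pore-forming gasdermin D, rose by 1.47 (FDR = 5.38e-17) and 1.92 (FDR = 9.77e-11) in the authors' deposited table. The implied errors were 0.16, 0.16, 0.17 and 0.28. Of 18 listed inflammasome genes 12 were measured. Of these, 4 were higher, 4 lower and 4 did not pass in the authors' deposited table (4 and 4 adjusted over the list alone), and the list did not stand apart (limma cameraPR, adjusted p = 0.851). Its median log2 ratio was 0.37 and its mean -0.10, which differ in sign. Of 31 listed chemokines only 12 were measured. Of these, 3 were higher, 3 lower and 6 did not pass in the authors' deposited table (3 and 3 adjusted over the list alone; limma cameraPR, adjusted p = 0.660). CXCL8, a neutrophil chemokine, fell, at -2.13, and CCL5 rose by 1.76 in the authors' deposited table, with implied errors of 0.37 and 0.34. Of 11 chemokine receptors, 4 were higher, 3 lower and 4 did not pass in the authors' deposited table (4 and 3 adjusted over the list alone; limma cameraPR, adjusted p = 0.548), with a median of 0.13 and a mean of -0.78, which differ in sign. On log2 ratios that list passed as lower (limma cameraPR, adjusted p = 0.0337). The scavenging receptor ACKR3 was at -4.76 and CCR7, the homing receptor of maturing dendritic cells, at 1.84 in the authors' deposited table.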

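IL-4 and IL-13 raised FCER2, the low-affinity IgE receptor CD23, from a mean of 51.5 to 3735 normalized counts in the authors' deposited table. Its log2 ratio was 6.18 (FDR = 2.34e-25) in the authors' deposited table, with an implied error of 0.56. SLAMF6, a receptor of the SLAM family, and PLA2G5, a secreted phospholipase, rose on the log2 scale by 5.87 and 5.75 (implied errors 0.38 and 0.61) in the authors' deposited table. TMLHE, which opens carnitine synthesis, had the largest log2 ratio of the genes called with a name and a mean of at least 50 in the authors' deposited table, 6.32 with an interval of 5.34 to 7.30. Among the genes that fell, the glutamate transporter SLC1A3 was at -5.40 and the chemokine CXCL14 at -5.19 (implied errors 1.13 and 0.38) in the authors' deposited table. The receptor of hepatocyte growth factor, MET, and the inhibitory lectin CLEC12A were at -3.65 and -3.35 in the authors' deposited table. Genes called higher had a median log2 ratio of 2.31 with a median implied error of 0.44, and genes called lower -2.02 with 0.48. The interval lay wholly beyond 1.5 in size for 69 higher and 29 lower genes, by the criterion chosen after the data were seen.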

Comparison of anti-inflammatory M2 macrophages to resting M0 macrophages revealed fewer changes in gene expression and identified 161 genes significantly upregulated and 129 genes whose expression was significantly downregulated (Figure 6A). Notable genes that were upregulated included TIMP3, CD209, MPO, IL13RA2 (Figure 6C), and genes which mapped to pathways of oxidative phosphorylation, MTORC1 signaling, Myc targets, and IFN-γ responses (Figure 6B). 

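TIMP3, an inhibitor of matrix metalloproteinases, rose from a mean of 5.40 to 363 normalized counts, a log2 ratio of 6.07 (FDR = 2.89e-05) in the authors' deposited table. CD209, the lectin DC-SIGN, had a log2 ratio of 5.95 (FDR = 5.75e-05) in the authors' deposited table. IL13RA2, the decoy receptor of IL-13, rose by 3.81 on the log2 scale (FDR = 5.37e-61) in the authors' deposited table. MPO, myeloperoxidase, rose by 4.29 (FDR = 0.0213) in the authors' deposited table, on a mean of 29.3 normalized counts in M2. Their implied errors differ widely: 0.22 for IL13RA2, but 1.21 for TIMP3, 1.23 for CD209 and 1.34 for MPO, whose 95% interval runs from 1.66 to 6.92.

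Of 51 respiratory chain and ATP synthase genes, 6 were higher, 0 lower (0 at an unadjusted p under 0.05) and 45 did not pass in the authors' deposited table (20 and 0 adjusted over the list alone; adjusted p = 1.11e-08 from limma cameraPR). NDUFS1, of complex I, and SDHC, of complex II, rose by 0.42 and 0.57 in the authors' deposited table, with implied errors of 0.12 and 0.17. Of 52 targets of MTORC1 and the amino acid response, 6 were higher, 3 lower and 43 did not pass in the authors' deposited table (6 and 4 adjusted over the list alone). The list passed (limma cameraPR, adjusted p = 0.0170), but not at a preset correlation of 0.05 (adjusted p = 0.181) or on log2 ratios (adjusted p = 0.117). The glucose transporter SLC2A3 rose by 1.72, while DDIT4, a stress-induced inhibitor of MTORC1, fell, at -1.27 (FDR = 1.42e-04) in the authors' deposited table. Of 52 MYC targets, 4 were higher, 0 lower (1 at an unadjusted p under 0.05) and 48 did not pass in the authors' deposited table (4 and 0 adjusted over the list alone; limma cameraPR, adjusted p = 6.87e-04, and adjusted p = 0.0516 at a preset correlation of 0.05). CDK4, a kinase of the G1 phase, rose by 0.51 and NDUFAF4 by 0.68 in the authors' deposited table. Of 48 IFN-γ response genes, 11 were higher, 1 was lower and 36 did not pass in the authors' deposited table (15 and 1 adjusted over the list alone; adjusted p = 2.23e-06 from limma cameraPR). SOCS1, a feedback inhibitor of cytokine receptors, rose by 3.41 and CIITA, the master regulator of MHC class II, by 1.63, while TNFSF10, the ligand TRAIL, fell, at -0.92 (FDR = 0.0399) in the authors' deposited table. Of 12 dendritic cell markers, 6 were higher in M2, 1 was lower and 5 did not pass in the authors' deposited table (8 and 1 adjusted over the list alone; adjusted p = 4.69e-08 from limma cameraPR). Among them, the lipid-presenting CD1C rose from a mean of 2556 to 60136 and the transcription factor IRF4 by 1.46 on the log2 scale in the authors' deposited table. The list of alternative activation by IL-4 and IL-13 also holds 4 of these markers.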

Biological processes upregulated include negative regulation of exocytosis, chemotaxis, cell adhesion and vesicle targeting (see Supplementary material S1 for full gene list). 

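Of the genes that guide cell migration, CCL5 rose by 1.26 on the log2 scale (FDR = 0.00455) and the chemokine receptor CCR7 by 1.37 (FDR = 0.00781) in M2 against M0 in the authors' deposited table. Their implied 95% intervals run from 0.59 to 1.92 and from 0.61 to 2.13. CXCR4 did not pass, with a log2 ratio of 0.051 (FDR = 0.977) in the authors' deposited table, and its interval of -0.88 to 0.98 leaves room for a change of either sign. Of the 12 chemokines measured among 31 listed, 2 were higher, 1 was lower and 9 did not pass in the authors' deposited table (2 and 1 adjusted over the list alone). The list did not stand apart (limma cameraPR, adjusted p = 0.660), though on log2 ratios it passed as higher (adjusted p = 0.0244). Of 11 chemokine receptors, 1 was higher, 0 lower (2 at an unadjusted p under 0.05) and 10 did not pass in the authors' deposited table (2 and 0 adjusted over the list alone; limma cameraPR, adjusted p = 0.660).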

No hallmark pathways were found to be significantly downregulated in M2 macrophages, however biological processes including NF-kappa signaling, glycolytic process, and respiratory burst were downregulated in M2 macrophages, compared to M0 macrophages.

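CYBB, HVCN1 and RAC1, which act in the respiratory burst, fell in M2 macrophages. CYBB, the catalytic subunit of the phagocyte NADPH oxidase, fell from a mean of 22534 to 10332 normalized counts, a log2 ratio of -1.12 (FDR = 2.81e-28) in the authors' deposited table. HVCN1, the proton channel that balances its charge, was at -0.92 (FDR = 2.94e-07) and RAC1, a GTPase that helps to assemble it, at -0.21 (FDR = 0.0327) in the authors' deposited table. The implied errors were 0.10, 0.16 and 0.069. Of 20 listed genes of the respiratory burst and nitric oxide metabolism, 12 were measured. Of these, 3 were lower, 1 was higher and 8 did not pass in the authors' deposited table (4 and 1 adjusted over the list alone). The higher gene is MPO. The list passed as lower (limma cameraPR, adjusted p = 0.00136), with a median log2 ratio of -0.19 and a mean of 0.078, which differ in sign. On log2 ratios it did not pass (limma cameraPR, adjusted p = 0.737). Of 23 glycolysis genes, 3 were higher, 2 lower and 18 did not pass in the authors' deposited table (3 and 3 adjusted over the list alone; limma cameraPR, adjusted p = 0.564). The hexokinases went apart, with HK2 at 1.48 (FDR = 0.00393) and HK3 at -2.99 (FDR = 4.35e-17) in the authors' deposited table. TPI1, triosephosphate isomerase, was at 0.91 and PGM1, phosphoglucomutase, at -0.61 in the authors' deposited table. Of 70 targets of NF-κB and TNF, 5 were higher, 7 lower and 58 did not pass in the authors' deposited table (10 and 9 adjusted over the list alone; limma cameraPR, adjusted p = 0.799). The transcription factor EGR2 rose by 3.00 and the adhesion molecule ICAM1 by 1.49, while NFKBIZ, a nuclear IκB protein, and the repressor BCL6 fell, at -0.99 and -1.34 in the authors' deposited table.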

Direct comparison of the transcriptome of M1 and M2 macrophages revealed that there were 472 genes whose expression was significantly upregulated in inflammatory macrophages compared with anti-inflammatory macrophages, whereas there were 328 genes whose expression was significantly downregulated (Figure 7A). 

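CALD1, which encodes the actin-binding protein caldesmon, had a mean of 804 normalized counts in M2 and 2.67 in M1, a log2 ratio of 8.24 (FDR = 7.83e-35) in the authors' deposited table. HBEGF, a growth factor of the EGF family, SELENOP, a selenium carrier, and NPNT, a matrix protein, were higher in M2 than in M1 by 6.93, 6.71 and 6.57 in the authors' deposited table. The implied errors were 0.65 for CALD1, 1.12 for HBEGF, 1.13 for SELENOP and 0.36 for NPNT. LPCAT2, an enzyme of platelet-activating factor synthesis, and MCTP1 were higher in M1, with log2 ratios of M2 over M1 of -6.66 and -6.51 (implied errors 0.34 and 0.56) in the authors' deposited table. The authors' deposited table holds 472 genes higher in M2 than in M1 at an FDR of 0.05 and a log2 ratio of 1.5, and 328 higher in M1. The genes higher in M2 had a median log2 ratio of 2.28 and a median implied error of 0.47, and those higher in M1 -2.22 and 0.38. The authors' mean in the higher group was under 50 for 71 of the former and 21 of the latter. Intervals wholly beyond 1.5 in size were found for 201 and 159 genes, by the criterion chosen after the data were seen.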

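The chemokine CCL13 had a mean of 34599 normalized counts in M2 and 69.3 in M1, and CXCL6 42909 and 366, in the authors' deposited table. Their log2 ratios were 8.96 (FDR = 2.49e-17) and 6.87 (FDR = 7.67e-115) in the authors' deposited table. THBS1 and TIMP3 were higher in M2 by 6.52 (FDR = 3.48e-17) and 6.18 (FDR = 6.28e-06) in the authors' deposited table. The implied intervals run from 7.00 to 10.93 for CCL13, from 6.29 to 7.46 for CXCL6, from 5.08 to 7.95 for THBS1 and from 3.79 to 8.58 for TIMP3.

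Of 50 genes of epithelial to mesenchymal transition and matrix, 23 were higher in M2, 3 lower and 24 did not pass in the authors' deposited table (26 and 3 adjusted over the list alone; adjusted p = 9.19e-08 from limma cameraPR). The matrix proteoglycan VCAN and the transcription factor ZEB1 were higher by 5.27 and 4.24 (implied errors 0.36 and 0.37) in the authors' deposited table. Of 34 angiogenesis genes, 15 were higher, 3 lower and 16 did not pass in the authors' deposited table (16 and 3 adjusted over the list alone; adjusted p = 2.96e-06 from limma cameraPR), and 9 of these genes also belong to the matrix list. ACKR3 and the growth factor receptor FGFR1 were higher by 5.80 and 3.96, while adrenomedullin (ADM), a peptide that dilates vessels, was lower, at -3.52 (FDR = 2.05e-11) in the authors' deposited table. Of 42 hypoxia targets, 12 were higher, 4 lower and 26 did not pass in the authors' deposited table (12 and 5 adjusted over the list alone), and the list test did not pass (limma cameraPR, adjusted p = 0.113). VEGFA, the vascular growth factor, and NDRG1 were higher in M2 by 2.81 and 1.03, and hexokinase HK1 was lower, at -0.83 (FDR = 4.66e-07) in the authors' deposited table.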

Notable changes included genes that were highly upregulated in M2 macrophages included CCL13, CXCL6, THBS1, and TIMP3 (Figure 7D), mapping to pathways of EMT transition, angiogenesis and hypoxia (Figure 7B). 

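IL21R, the receptor of IL-21, had a mean of 1652 normalized counts in M1 and 52.0 in M2, and IL31RA, a chain of the IL-31 receptor, 3807 and 128, in the authors' deposited table. The log2 ratios of M2 over M1 were -4.99 (FDR = 4.74e-30) and -4.90 (FDR = 5.66e-75) in the authors' deposited table. For IDO1 and CXCL10 they were -8.23 (FDR = 3.10e-28) and -7.95 (FDR = 7.33e-71) in the authors' deposited table. The implied errors were 0.42, 0.26, 0.72 and 0.44. Of 48 IFN-γ response genes, 32 were lower in M2 than in M1, 3 were higher and 13 did not pass in the authors' deposited table (33 and 4 adjusted over the list alone; adjusted p = 7.26e-27 from limma cameraPR). LAP3, an aminopeptidase, and BATF2 were lower in M2, at -3.44 and -3.45, while CIITA was higher by 0.57 (FDR = 0.00379) in the authors' deposited table.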

Whereas M1 upregulated genes included IDO1, CXCL10, IL21R, and IL31RA (Figure 7C), many of which overlapped in the comparison of M1 vs. M0 macrophages. 

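Complement genes differed between the polarized states in both directions. C3 and SERPING1 were lower in M2 than in M1, with log2 ratios of -2.74 (FDR = 2.16e-57) and -3.28 (FDR = 1.56e-12) in the authors' deposited table, and implied errors of 0.17 and 0.43. ITGAM was higher in M2 by 0.95 (FDR = 5.85e-12) in the authors' deposited table. Of 20 complement genes, 7 were lower in M2, 3 higher and 10 did not pass in the authors' deposited table (8 and 4 adjusted over the list alone). The list passed as lower in M2 (limma cameraPR, adjusted p = 0.0395), but not at a preset correlation of 0.05 (adjusted p = 0.157). Of 39 type I interferon stimulated genes, which take part in the defense against viruses, 11 were lower in M2, 0 higher (0 at an unadjusted p under 0.05) and 28 did not pass in the authors' deposited table (15 and 0 adjusted over the list alone). They passed as lower in M2 (limma cameraPR, adjusted p = 0.00613), but not at a preset correlation of 0.05 (adjusted p = 0.0998). EPSTI1 and ADAR, an editor of double-stranded RNA, were at -2.42 and -0.95 (implied errors 0.55 and 0.31) in the authors' deposited table. Of 25 genes of lymphocyte costimulation, 8 were lower in M2, 5 higher and 12 did not pass in the authors' deposited table (8 and 6 adjusted over the list alone), and the list test did not pass (limma cameraPR, adjusted p = 0.149). CD28, better known on T cells, and the cytokine TNFSF13B (BAFF) were at -6.26 and -3.00, while CD58, the ligand of CD2, was higher in M2 by 0.97 (FDR = 1.26e-06) in the authors' deposited table.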

Biological processes upregulated in inflammatory M1 macrophages include negative regulation of macrophage activation, defense response to virus, complement activation, response to IFN-β and lymphocyte co-stimulation (see Supplementary material S1 for full gene list). Biological processes upregulated in M2 macrophages compared to M1 macrophages included positive regulation of myeloid leukocyte cytokine production involved in immune response. M1 upregulated biological processes were more numerous and examples included negative regulation of macrophage activation, type 2 immune response, antigen processing and presentation, response to interferon beta, and negative regulation of innate immune response.

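PSME2 and PSMB10, parts of the immunoproteasome and its activator, had log2 ratios of M2 over M1 of -2.03 (FDR = 4.57e-11) and -1.85 (FDR = 9.79e-13) in the authors' deposited table. NLRC5, the transcriptional activator of class I genes, was at -2.52 (FDR = 9.76e-13) in the authors' deposited table. The implied errors were 0.29, 0.24 and 0.33. Of 17 class I presentation genes, 9 were lower in M2 than in M1, 0 higher (0 at an unadjusted p under 0.05) and 8 did not pass in the authors' deposited table (10 and 0 adjusted over the list alone; adjusted p = 8.74e-07 from limma cameraPR). Against M0, 12 of them were higher and 0 lower in M1 in the authors' deposited table (13 and 0 adjusted over the list alone; limma cameraPR, adjusted p = 8.05e-11). In M2, 2 were higher and 0 lower in the authors' deposited table (3 and 0 adjusted over the list alone). The list passed there (limma cameraPR, adjusted p = 0.0127), but not at a preset correlation of 0.05 (adjusted p = 0.0731) or on log2 ratios (adjusted p = 0.0577). At an unadjusted p under 0.05, 0 were lower in M1 and 0 in M2. The class I gene DLA-79 did not pass between M2 and M1, at -0.28 (FDR = 0.455) in the authors' deposited table. It may share reads with similar genes of its family, which was not tested here.

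Of 14 genes of class II presentation, 2 were higher in M2 than in M1, 1 was lower and 11 did not pass in the authors' deposited table (2 and 1 adjusted over the list alone; limma cameraPR, adjusted p = 0.893). HLA-DQB2, named so in the authors' deposited table, was higher in M2 by 0.69 and DLA-DMA, a chaperone of class II loading, lower, at -0.98, with implied errors of 0.12 and 0.091. Against M0, 6 were higher in M1 and 6 in M2, with 0 and 0 lower, in the authors' deposited table (7 and 8 higher adjusted over the list alone; limma cameraPR, adjusted p = 0.00323 and adjusted p = 1.59e-07). On log2 ratios the call in M1 was lost (limma cameraPR, adjusted p = 0.0649). At an unadjusted p under 0.05, 0 were lower in M1 and 1 in M2.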

### Identification of gene sets used to differentiate macrophage polarization states

One of the major goals of this study was to identify a gene signature that could be used to define macrophage phenotype in a variety of canine tissues and tumors. A Venn diagram was constructed using the previously mentioned gene lists by filtering for a FDR adjusted *p*-value of 0.05, and including all DEGs with fold change ≥1 or ≤ -1; using (goodcalculators.com/venn-diagram-maker/). In total 325 genes were found in all 3 comparisons (Figure 8B). These genes were then filtered for a normalized count of ≥50, which resulted in a list of 96 genes (Figure 8C) that have high relative deviation between M0, M1 and also M2 macrophages (see Supplementary material S2 for complete list of genes in each cluster), which can be used to differentiate between polarization states. 

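Counted at the authors' FDR with no fold threshold, 4119 genes differed between M1 and M0, 1093 between M2 and M0 and 3096 between M2 and M1 in the authors' deposited table. All 3 comparisons called 314 genes in the authors' deposited table. Each pair of comparisons has a group in common, so part of this overlap may come from shared samples. M1 differed from both other groups in 1915 further genes, M2 from both others in 317, and M0 from both others in 347, in the authors' deposited table. Calls in a single comparison numbered 1543 for M1 against M0, 115 for M2 against M0 and 550 for M2 against M1 in the authors' deposited table. Of the 314 genes, 99 had their highest mean in M2 and lowest in M1, as in CD9, a tetraspanin, and 63 had their highest in M0 and lowest in M1, as in ITGAM, in the authors' deposited table. The orders with M1 highest held 58 genes with M0 lowest, as in GBP6, and 57 with M2 lowest, as in PRNP, in the authors' deposited table.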

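With a mean of at least 50 normalized counts required in every group, 264 genes called in all 3 comparisons were left in the authors' deposited table. By the order of the authors' means, 76 of these ran M2, M0, M1 from high to low, as did the tetraspanin CD9, and 14 ran M2, M1, M0, as did the class II regulator CIITA, in the authors' deposited table. Another 54 ran M1, M2, M0, as did the kinase JAK2, and 50 ran M1, M0, M2, as did the prion protein gene PRNP, in the authors' deposited table. The highest mean was in M0 for the rest, 51 with M1 lowest and 19 with M2 lowest, as for the SLAM family receptor LY9, in the authors' deposited table. For CD9 the implied 95% interval runs from -1.46 to -0.64 in M1 and from 1.04 to 1.86 in M2 against M0. Clusters 1 to 5 of Table S2 hold 82 genes, of which 80 were analysed here, and each of those was called in all 3 comparisons in the authors' deposited table. The number left in the authors' deposited table was 151 at a minimum of 500 in every group, 115 at 1000 and 64 at 2000. From the genes shared by the comparisons and the filter on normalized count, the paper states that the remaining genes deviate highly between M0, M1 and M2 macrophages and serve to tell the polarization states apart.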

The resulting 96 genes are part of biological processes such as IFN-γ signaling, apoptotic process, immune response, signal transduction, cell migration, and GTPase activity.

**Figure 8:**
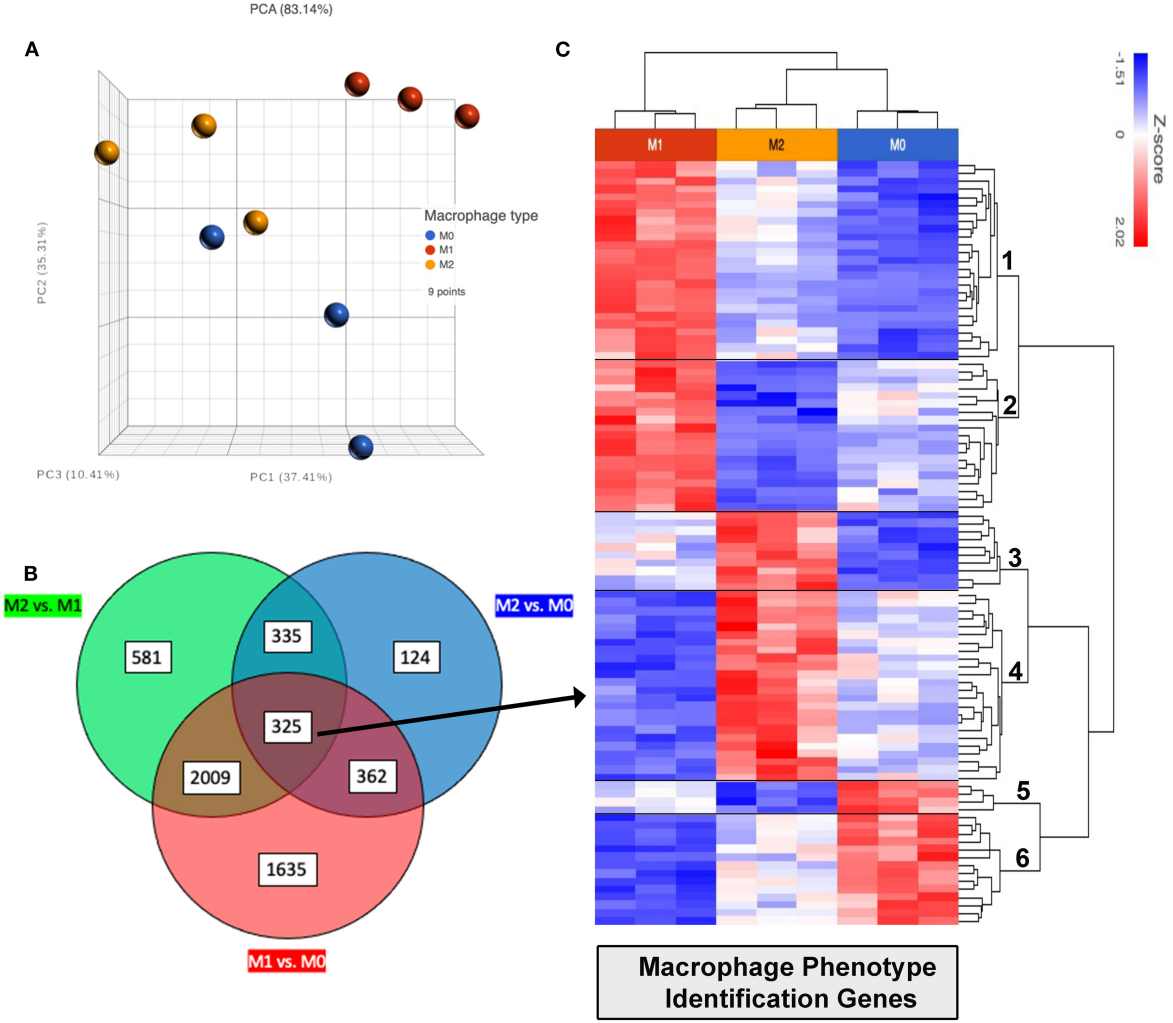
Identification of differentially expressed genes (DEG) related to macrophage activation status. **(A)** PCA (principal component analysis) plot showing distances by variance between biological replicates M0 shown in blue, M1 in red and M2 in yellow. **(B)** Venn diagram showing commonalities of all genes using differentially expressed genes found in comparative analysis shown in Figures 5–7, with FDR ≤ 0.05. Green circle represents total FDR ≤ 0.05 genes when comparing M2 vs. M1. Red circle showing all genes FDR ≤ 0.05 comparing M1 vs. M0. And blue circle showing all genes FDR ≤ 0.05 when comparing M2 vs. M0. Total of 325 genes were found to be shared differentially expressed with FDR ≤ 0.05 when comparing all phenotypes (center circle overlap). **(C)** 325 shared DEGs filtered for normalized count ≥50, 96 genes remaining were then plotted as heat map for cluster analysis, clusters labeled on row dendrogram (right side).

Unsupervised hierarchical clustering was used to further divide these 96 genes into related clusters wherein the analysis revealed 6 clusters. 

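JAK2, a kinase that carries signals from cytokine receptors, had means of 4296 normalized counts in M0, 8823 in M2 and 17622 in M1 in the authors' deposited table. Its log2 ratio against M0 was 2.04 in M1 and 1.04 in M2 in the authors' deposited table, with implied errors of 0.28 and 0.28. RIC1, which takes part in transport through the Golgi, was higher by 1.73 in M1 and by 0.44 in M2 in the authors' deposited table, and TOP1, DNA topoisomerase I, by 0.68 and 0.33. Between M2 and M1, the log2 ratios in the authors' deposited table were -1.00 for JAK2, -1.30 for RIC1 and -0.35 for TOP1, whose interval runs from -0.56 to -0.14. The 25 genes that Table S2 lists with them also include INSIG1, PSMB9 and TGM2, examples picked after their values were seen, and all had their highest mean in M1 and lowest in M0 in the authors' deposited table. Their median log2 ratio was 1.41 for M1 against M0, 0.46 for M2 against M0 and -0.71 for M2 against M1, and the highest mean was a median of 2.65 times the lowest. The clusters were made by the study from these samples, so a shared order within a cluster is not independent evidence.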

Cluster 1 contained 25 genes which had high expression in M1, low expression in M0, and intermediate expression levels in M2 macrophages; including TOP1, RIC1, and JACK2 mapping to DNA replication, protein transport pathways. Cluster 2 contained 19 genes also with high expression in M1, lowest expression in M2, and intermediate or variable expression in M0 macrophages. Genes in cluster 2 include PRNP and FGD and map to molecular categories including catalytic and transcription regulator activity. 

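PRNP, the prion protein gene, had a mean of 18944 normalized counts in M1, 3141 in M0 and 1517 in M2 in the authors' deposited table. Its log2 ratio was 2.59 in M1 and -1.05 in M2 against M0 in the authors' deposited table, with implied errors of 0.19 and 0.19. FGD2, an exchange factor for the GTPase CDC42 and the FGD gene that Table S2 lists here, was at 1.55 and -0.69 in the authors' deposited table, with implied errors of 0.17 and 0.17. Other members, picked after their values were seen, include the transcription factors CEBPB and IKZF1, at -1.24 and -1.34 for M2 against M1 in the authors' deposited table, and the ectoenzyme CD38, at -1.61. All 19 genes of the cluster had the order M1, M0, M2 from high to low in the authors' deposited table. The study clustered these genes on the same samples, so that order is not independent evidence. Their median log2 ratios were 0.82 for M1 and -0.67 for M2 against M0 and -1.55 for M2 against M1, with a median of 2.92 times between the highest and lowest mean.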

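CIITA, the activator of MHC class II genes, had means of 15448 normalized counts in M2, 10373 in M1 and 4989 in M0 in the authors' deposited table. FSCN1, the actin-bundling protein fascin and like the others named here picked from the cluster after its values were seen, had 11399, 6853 and 3338 in the authors' deposited table. MAT2A, which makes S-adenosylmethionine, was higher in M2 than in M1 by 0.73 in the authors' deposited table, with an implied error of 0.12. All 10 genes of cluster 3 in Table S2 had their highest mean in M2, an intermediate one in M1 and the lowest in M0 in the authors' deposited table. Their median log2 ratios were 0.40 for M1 and 1.01 for M2 against M0, and 0.55 for M2 against M1, with a median of 2.01 times between the highest and lowest mean. TAX1BP1 had the smallest difference between M2 and M1 in the authors' deposited table, 0.23 (FDR = 0.00591). The study grouped these genes from the same samples, so their common order is not independent evidence.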

Cluster 3 contained 10 genes with high expression in M2 and low expression in M1 macrophages, also mapping to catalytic activity. Cluster 4 contained 24 genes with high expression in M2, low in M1, and lower expression in M0 macrophages. These genes also control binding and catalytic activity, as well as transcription regulation and molecule transduction. Within Cluster 4 several genes showed >2 fold upregulation in M2 compared to M1; such as CD9, A4GALT, CSF2RB, NIBAN1. 

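CD9 and A4GALT, the synthase of globotriaosylceramide, were higher in M2 than in M1 by 2.50 (FDR = 4.31e-31) and 2.50 (FDR = 2.20e-13) on the log2 scale in the authors' deposited table. NIBAN1, a gene of the stress response, was higher by 2.11 (FDR = 2.81e-32) and CSF2RB, the signaling chain shared by the receptors of GM-CSF, IL-3 and IL-5, by 1.87 (FDR = 1.28e-08) in the authors' deposited table. The implied intervals run from 2.09 to 2.91 for CD9, from 1.88 to 3.13 for A4GALT, from 1.77 to 2.45 for NIBAN1 and from 1.28 to 2.45 for CSF2RB. In M1 these genes lay below M0, with log2 ratios in the authors' deposited table of -0.99 for A4GALT, -0.88 for CSF2RB and -0.46 for NIBAN1. The transcription factors AHR and PRDM1, picked after their values were seen, were higher in M2 than in M1 by 1.79 and 1.62 in the authors' deposited table. Of the 22 genes of the cluster analysed here, 18 were more than 2-fold higher in M2 than in M1, and all ran M2, M0, M1 from high to low, in the authors' deposited table. Their median log2 ratios were -0.71 for M1 and 0.76 for M2 against M0 and 1.58 for M2 against M1, in genes the study grouped from these samples, which is not independent evidence.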

Cluster 5 was the smallest cluster, containing only 4 genes, LY9, MT2A, APBB1IP and MICAL1. These genes have high expression in M0 and low expression in M2 macrophages. 

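LY9, a SLAM family receptor, fell from a mean of 7594 normalized counts in M0 to 4097 in M1 and 1858 in M2 in the authors' deposited table. Its log2 ratio in M2 against M0 was -2.03 (FDR = 2.50e-17) in the authors' deposited table, with an interval of -2.47 to -1.59. MT2A, a metallothionein that binds zinc and copper, was at -1.03 in M1 and -1.88 in M2 (implied errors 0.26 and 0.26) in the authors' deposited table, and may share reads with other metallothionein genes, which was not tested here. MICAL1, an oxidoreductase that disassembles actin filaments, and APBB1IP, an adaptor of integrin activation, were at -1.03 and -0.65 in M2 against M0 in the authors' deposited table. Between M2 and M1 the smallest difference was that of APBB1IP, -0.26 (FDR = 0.0434) in the authors' deposited table. All 4 genes ran M0, M1, M2 from high to low in the authors' deposited table, with a median of 2.86 times between the highest and lowest mean. They were clustered by the study on these samples, which is not independent evidence of the order.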

Cluster 6 contained 14 genes and encompassed most of the above biological processes in addition to transporter activity. This cluster has high expression in M0, low expression in M1, and variable comparative expression in M2 macrophages.

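ITGAM, the CD11b chain, had means of 46435 normalized counts in M0, 35883 in M2 and 18516 in M1 in the authors' deposited table, the order M0, M2, M1. The C5a receptor gene C5AR1 had 18822, 13782 and 7688 in the authors' deposited table. NQO1, a quinone reductase of the oxidative stress response, was at -1.64 in M1 and -0.69 in M2 against M0 in the authors' deposited table, with implied errors of 0.17 and 0.17. IL1RAP, the accessory chain of the IL-1 receptor, was at -0.94 and -0.36 in the authors' deposited table. The genes that the study placed in cluster 6 were not analysed here as such. These examples come from 13 genes of the authors' deposited table that were called in all 3 comparisons, ran M0, M2, M1, lay outside clusters 1 to 5 and had at least 50 of every 1000000 normalized counts in every group. That minimum and these examples were chosen after the data were seen.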

## Discussion

In this study of polarized canine macrophages, we defined key phenotypic, functional and transcriptomic signatures of M1 (inflammatory) and M2 (anti-inflammatory) macrophages. Consistent with findings in other species, we identified upregulated expression of iNOS, as well as increased bactericidal activity and NO production as key features associated with M1 macrophages. In contrast, anti-inflammatory M2 macrophages were associated with upregulated expression of CD206, arginase, TGM2, and SOCS1 and increased secretion of MCP-1, IL-8, and IL-10, when compared to M1 macrophages. 

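TNF had a mean of 1412 normalized counts in M1, 742 in M2 and 295 in M0 in the authors' deposited table. Its log2 ratio of M2 over M1 was -0.93 (FDR = 0.587) in the authors' deposited table, with an implied error of 1.03 and a 95% interval of -2.96 to 1.10, which includes 0. Against M0 it was at 2.26 in M1 (FDR = 0.0811) and 1.33 in M2 (FDR = 0.544) in the authors' deposited table. TNFRSF1A, the receptor through which TNF signals most widely, was lower in M2 than in M1, at -0.63 (FDR = 0.00121) in the authors' deposited table, with an interval of -0.95 to -0.30. Neither comparison of TNFRSF1A with M0 passed, at 0.24 in M1 and -0.39 in M2 in the authors' deposited table. The implied variation between samples was 87.8% for TNF and 14.0% for TNFRSF1A.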

Although secretion of TNF-α was not significantly different by ELISA, gene expression of TNF and TNFRSF1A were significantly decreased when comparing M2 to M1 macrophages by RNA sequencing. 

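Genes of IL-6, JAK and STAT3 signaling differed between M1 and M2 macrophages in both directions. PTPN1, a phosphatase that restrains JAK signaling, and the transcription factor IRF1 were lower in M2 than in M1, at -1.16 and -2.78 in the authors' deposited table, with implied errors of 0.11 and 0.27. IL1R1, the IL-1 receptor, was higher in M2 by 3.23 (FDR = 1.60e-24) in the authors' deposited table. Of 60 genes of this list, 22 were lower in M2, 10 higher and 28 did not pass in the authors' deposited table (24 and 12 adjusted over the list alone; limma cameraPR, adjusted p = 0.00183, and adjusted p = 0.0905 at a preset correlation of 0.05). In M1 against M0, 22 were higher and 13 lower in the authors' deposited table (23 and 13 adjusted over the list alone; limma cameraPR, adjusted p = 9.83e-04, and adjusted p = 0.0691 at a preset correlation of 0.05). Targets of NF-κB and TNF went both ways. Of 70, 15 were lower in M2 than in M1, 12 higher and 43 did not pass in the authors' deposited table (15 and 13 adjusted over the list alone; limma cameraPR, adjusted p = 0.937). The median of that list was -0.10 and its mean 0.16, which differ in sign. CD69, an early activation marker, was lower in M2, at -3.16, and PHLDA1 and CXCL8 were higher by 3.72 and 2.87 in the authors' deposited table.

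**Figure D2:**
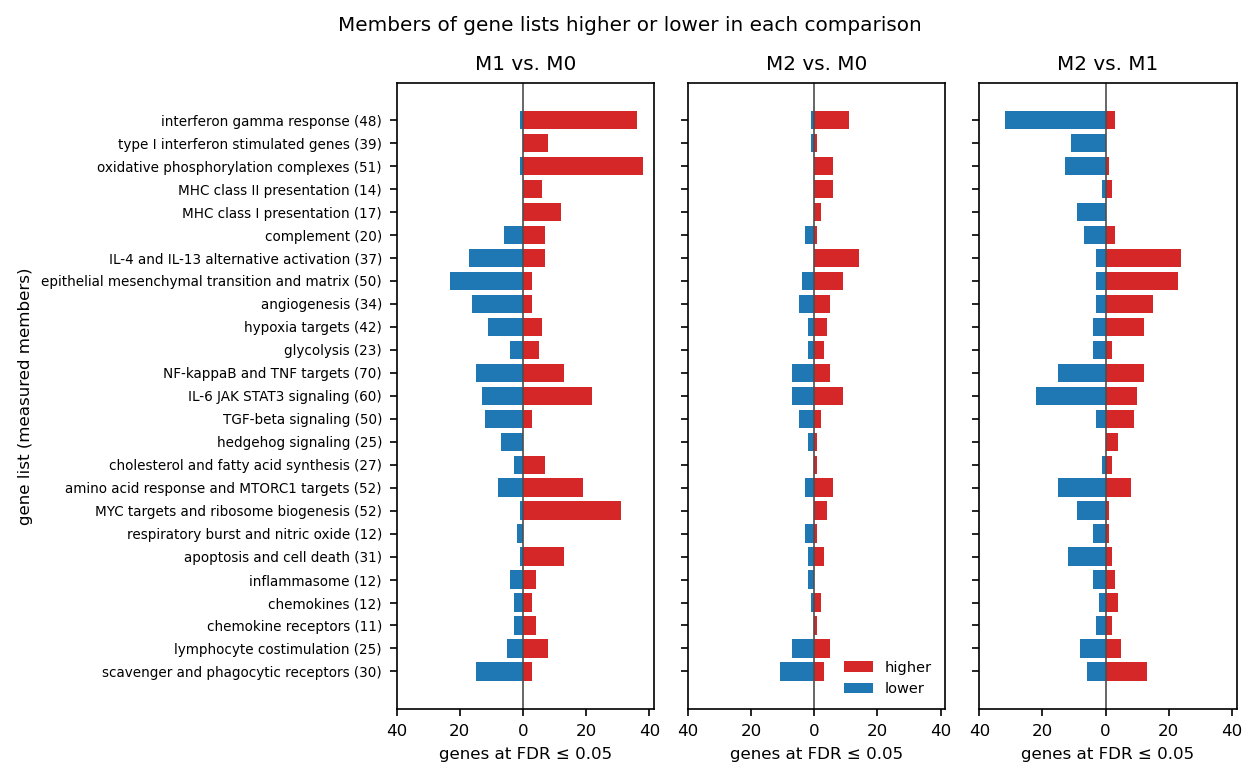
Number of measured genes of each list called higher (to the right of 0) or lower (to the left) at the authors' FDR of 0.05, in M1 against M0, M2 against M0 and M2 against M1. Of 48 IFN-γ response genes, the M1 panel shows 36 higher and the M2 against M1 panel 32 lower.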

Transcriptome analysis revealed significant upregulation of epithelial-to-mesenchymal, angiogenesis, and hypoxia pathways in anti-inflammatory M2 macrophages, whereas M1 macrophages upregulated inflammatory pathways such as IFN-γ, alpha, IL-6 JAK STAT3, and TNF-α. Taken together, these studies generate a more complete understanding of canine macrophage functional polarization states and add to our current understanding of canine macrophage biology.

Our findings are largely in agreement with those of an earlier study of canine macrophage polarization, which also identified upregulated iNOS expression by inflammatory M1 macrophages, as well as upregulation of CD206 expression by anti-inflammatory M2 macrophages (18). Out of the top 50 candidate genes associated with M1 and M2 macrophages in their study; we were able to match more than half to those also identified by mRNA sequencing as being significantly up or down regulated. Some of the discordance in overall gene expression profiles could be attributed to the different cell culture methods, and to the different transcriptomic analysis platform technologies. Our work therefore extends the earlier studies by now providing a more in-depth analysis of the macrophage transcriptome in M1 and M2 polarized macrophages in dogs. Our findings also are largely in accordance with those obtained from analysis of human *in vitro* macrophage gene expression patterns (1) including M2 upregulated genes (e.g., CXCR4, CD36, MRC1, and CCL13) and M1 upregulated genes (e.g., IL15RA, IL7R, CXCL10, and IL15). 

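MRC1, which encodes CD206, was higher in M2 than in M1 by 4.64 (FDR = 7.94e-15), CXCR4 by 4.58 (FDR = 3.56e-20) and the scavenger receptor CD36 by 1.53 (FDR = 6.82e-06) in the authors' deposited table. The implied errors were 0.56, 0.47 and 0.30. Against M0, MRC1 and CCL13 rose in M2 by 2.27 (FDR = 0.00159) and 3.01 (FDR = 0.0340) in the authors' deposited table. CD36 did not pass there, at -0.44 (FDR = 0.466) in the authors' deposited table. IL15, a cytokine for natural killer and memory T cells, and its receptor chain IL15RA were lower in M2 than in M1, at -2.45 and -3.32 in the authors' deposited table, with implied errors of 0.38 and 0.36. IL7R, the receptor of IL-7, did not pass, at -1.55 between M2 and M1 (FDR = 0.108) and 0.53 between M1 and M0 (FDR = 0.622) in the authors' deposited table, and its implied error between M2 and M1 is 0.72. Of 6 M1 genes the paper names, 5 were higher and 0 lower in M1 than in M0 in the authors' deposited table (5 and 0 adjusted over the list alone; limma cameraPR, adjusted p = 3.66e-11). Between M2 and M1, 5 of the M1 genes were lower in M2 and 0 higher in the authors' deposited table (limma cameraPR, adjusted p = 6.00e-12). Adjusted over the list alone, 6 were lower, IL7R among them, and 0 higher. Of 4 M2 genes the paper names, 4 were higher in M2 than in M1 and 0 lower (0 at an unadjusted p under 0.05) in the authors' deposited table (4 and 0 adjusted over the list alone; adjusted p = 3.36e-07 from limma cameraPR). Against M0, 2 of them were higher and 0 lower in M2 in the authors' deposited table (2 and 0 adjusted over the list alone; limma cameraPR, adjusted p = 0.256, but adjusted p = 3.31e-04 on log2 ratios). In M1, 4 were lower and 0 higher than in M0 in the authors' deposited table (4 and 0 adjusted over the list alone; limma cameraPR, adjusted p = 6.36e-05). The paper gives these genes as examples of a match with human macrophages, so the counts are not independent evidence of direction.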

When compared to larger human *in vitro* datasets also obtained using mRNA sequencing, we found that canine polarized macrophages also matched transcriptomic patterns seen in human M1 and M2 macrophages (11). Compared to published datasets of single cell sequencing in human M1 or M2 macrophages, STAT3 and STAT1 upregulation in M1 macrophages (7, 15, 36). 

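STAT3, a transcription factor that acts downstream of IL-6 and IL-10, rose from a mean of 5533 normalized counts in M0 to 12600.1 in M1, and stood at 5488 in M2, in the authors' deposited table. Its log2 ratio of M1 over M0 was 1.19 (FDR = 5.84e-16) in the authors' deposited table, with an implied 95% interval of 0.92 to 1.46. Between M2 and M1 it was -1.20 (FDR = 2.48e-16) in the authors' deposited table. STAT3 did not pass between M2 and M0 (FDR = 0.981) in the authors' deposited table, where the interval runs from -0.28 to 0.26.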

Future studies are underway in our lab, which use single cell RNA sequencing to better define the heterogeneity of canine macrophages in normal tissues as well as tumors.

The panel of potentially cross-reactive macrophage antibodies evaluated in the current study were selected based on prior studies using human and murine macrophages, where prototypical M1 and M2 markers were identified (9, 13, 16, 21, 31, 37). Our studies confirmed the utility of iNOS expression for M1 macrophages and extended the available markers for M2 macrophages to include TGM2 and SOCS1, in addition to the commonly used arginase and CD206 expression. Furthermore, our results suggest there may be an advantage when combining these antibodies (particularly using the ratio of CD206/iNOS) for enhanced ability to distinguish between macrophage polarization states M0, M1, and M2. The RNA sequencing data is particularly valuable as it provides gene sets that can be used to predict functional states of canine macrophages. Interestingly, arginase expression was not significantly different between M2 and M1 macrophages by flow cytometry, immunofluorescence staining, or RNA sequencing (albeit slightly upregulated). These results are in disparity with previously published reports using murine macrophages, which commonly use the dichotomy of iNOS and arginase to identify M2 vs. M1 macrophages (6). This could be attributed to species differences as noted in a previous canine macrophage phenotyping publication (18), as well as the differences between tissue resident macrophages compared to *in vitro* differentiated macrophages (38).

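ARG1, the cytosolic arginase of the liver type, had low means of 23.6 normalized counts in M0, 26.6 in M1 and 37.0 in M2 in the authors' deposited table. Its log2 ratio of M2 over M1 was 0.48 (FDR = 0.429) in the authors' deposited table, with an implied 95% interval of -0.29 to 1.24 that includes 0. ARG2, the mitochondrial arginase, was counted far more often, with means of 1459, 534 and 1117 in the authors' deposited table. It was higher in M2 than in M1 by 1.06 (FDR = 5.42e-05) in the authors' deposited table, with an interval of 0.61 to 1.52. Against M0, ARG2 did not pass in M2, at -0.39 (FDR = 0.370) in the authors' deposited table.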

We also found that macrophages upregulated expression of CD86 following IFN-γ treatment to polarize to M1, but interestingly did not upregulate MHCII or CD40 expression. Unlike the case with cultured macrophages, we have previously found that canine dendritic cells generated *in vitro* using GM-CSF significantly upregulated MHCII and CD40 expression when treated with IFN-γ (28).

Phagocytic and bactericidal ability are also important distinguishing characteristics of polarized macrophages. In response to bacterial infections, inflammatory M1 macrophages are essential early responders to bacterial and fungal infections, and ultimately kill the ingested organisms when activated to the inflammatory state (39). Bactericidal activity in canine macrophages can be induced by other stimuli in addition to IFN-γ and TNF-α, including TLR ligands. For example, we recently demonstrated increased phagocytosis and bacterial killing by canine inflammatory macrophages activated by a liposomal-TLR3 and TLR9 immunotherapeutic (23). Expression of iNOS and production of NO as an antimicrobial effector molecule is highly variable between species, with human macrophages producing minimal NO when activated, whereas murine macrophages produce high levels of NO when activated (40). Our studies reveal that canine macrophages produce significant amounts of NO when activated and suggest an important role for this antimicrobial pathway in dogs. Arginase production was not measured in this study as our immunolabeling experiments found that arginase is not an optimal marker to differentiate canine macrophage phenotypes.

The overall picture that emerges from these *in vitro* studies is that M2 polarized canine macrophages are largely unable to mount effective antimicrobial defenses. In contrast, M1 macrophages were significantly more effective in producing NO, and in mounting bactericidal activity against *S. pseudointermedius*. These studies therefore highlight the differences between M1 and M2 macrophages in dogs, and as in other species, M1 macrophages are effective at killing intracellular pathogens, while M2 macrophages largely lack this function.

In conclusion, we found that canine macrophages were readily polarized *in vitro* to M1 macrophages by culture with IFN-γ and to M2 macrophages by culture with IL-4 and IL-13. The study also identified useful markers for phenotypic assessment of the macrophage polarization states in tissues, including iNOS for M1 macrophages and CD206, TGM2, arginase, and SOCS-1 for M2 macrophages. The ratio of CD206/iNOS expression is also able to distinguish between M1 or M2 polarization. Distinctive cytokine secretion profiles were also identified, including upregulated secretion of IL-8 and MCP-1 and IL-10 for M2 macrophages, and upregulated secretion of TNF-α by M1 macrophages. Transcriptome analysis revealed an extended list of genes that can be utilized to identify macrophage polarization states in canine cells and also confirmed similarities in gene expression patterns to *in vitro* human macrophage polarization studies. Using overlapping genes by comparing DEGs between macrophage phenotypes, 6 clusters of genes were identified to be suitable for differentiation between activation states. Taken together, these studies provide new insights into canine macrophage biology and identify both similarities and unique features of dog macrophages relative to human macrophages.

## Data availability statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/, GSE207661.

## Ethics statement

The animal study and use of blood samples was reviewed and approved by the Colorado State University Institutional Animal Care and Use Committee.

## Author contributions

LC, WW, SS, and SD: collection and assembly of data, conception, design, and manuscript writing and revision, data analysis and interpretation. DA: collection of data and manuscript revision. All authors contributed to the article and approved the submitted version.

## Funding

This work was supported by PHS funding (1 U01 CA224182-01) and the Charles Shipley Family Foundation. Kasetsart Veterinary Development Fund of Thailand provided funding for SS. DA funded by T32 OD012201.

## Conflict of interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher's note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

## Supplementary material

Supplemental Figure S1 Representative images of immunofluorescence staining of matched isotype controls for primary antibodies iNOS, CD206, TGM2, Arginase, and SOCS1. Negative staining used for baseline fluorescence thresholding in MFI and percent positive calculations as described in methods “*Macrophage immunocytochemistry”*.

Supplemental Table S1 Full protein coding gene list of RNA sequencing results; table includes DESEQ comparison results between M0, M1, and M2 macrophages with log2 fold change, FDR and *p* values for each comparison.

Supplemental Table S2 Gene list of differentially expressed clusters described in Figure 8. For each unique cluster, *p*-value, FDR adjusted *p*-value and fold changes are listed for M0, M1, and M2 comparisons. Additional info for each cluster 1 through 6 contains full gene description, protein family, and biological processes associated with each gene.

How the deposited data were processed for this re-analysis (not part of the article)

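RNA was sequenced from 9 cultures of canine monocyte-derived macrophages, 3 each of resting M0, IFN-γ treated M1 and IL-4 and IL-13 treated M2 cells. The sample labels repeat across the groups and were read as 3 dogs. The authors filtered the reads, aligned them with STAR 2.7.3a to CanFam3.1 in Partek Flow 7.0, counted them per gene with HTSeq, and normalized the counts and tested the 3 comparisons with DESeq2. The values used here are those of the authors' deposited comparison table, restricted by the authors to protein coding genes: 12696 genes, of which 1762 carry an identifier without a gene name. The log2 values are the authors' log2 ratios of the group means for each comparison, as deposited. The p-value of each gene and comparison comes from the authors' DESeq2 test, and the FDR is the authors' step-up adjustment of it, as deposited. The signal values are the authors' least squares means per group of counts normalized by DESeq2, as deposited, called normalized counts here. The log2 ratios were checked against the log2 of the ratios of these means, with a largest gap of 2.22e-14. The deposited FDRs correspond to an adjustment over 13797 genes.

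Values per sample were not used here, so no model was fitted to samples, and the authors' calls were counted at the paper's thresholds, an FDR of 0.05 and an absolute log2 ratio of 1.5. The choice of those calls for a table of comparisons without values per sample, the gene lists and the alternatives were fixed before that table was opened, when part of the paper's supplementary tables had been seen. That part held results of the same comparisons for the first 1567 genes of Table S1, so these choices were not blind to every value. The depth per sample is not given by the values used. The paper gives 40000000 raw reads per sample, and the authors' group means sum to between 26728643 and 28039918 normalized counts. An implied standard error was computed as the size of the log2 ratio divided by the normal quantile of its p-value where that size was at least 0.1, and otherwise from the gene's dispersion in its other comparisons. For 603 genes no error could be had. Intervals are 95% intervals from these errors. They inherit the authors' model, for which the paper names no term for the dog. The median coefficient of variation between samples implied by the errors was 22.1%.

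In all, 28 gene lists and 12 lists of cell type markers were written from textbook knowledge and the paper's text. They are not the Hallmark sets or ontology terms of the paper. Members were counted as higher or lower at the authors' FDR with no fold threshold, then with the p-values adjusted over the list alone. Each list was tested with cameraPR of limma 3.58.1 on a signed z per gene, with a preset correlation of 0.01 between genes and a Benjamini-Hochberg adjustment over 117 tests. An estimated correlation was not possible without values per sample. Other software was Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and R 4.3.3. Genes named in the text are the 10 with the largest log2 ratio in each direction of each comparison among those called with a mean of at least 50, every gene the paper names for its RNA sequencing, and up to 4 members of a list per comparison with the smallest p, 2 in each direction where both occur. The values in Figs 5D, 6C and 7D, the first 1567 genes of Table S1 and clusters 1 to 5 of Table S2 had been seen when this rule was fixed. Genes named outside it are marked as picked after their values were seen. Some genes that the rule names are not reported here.

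The computation was tested on simulated data for 3 groups of 3 samples with the dispersions of the table. With 200 changed genes in M1 against M0, a change of 1 on the log2 scale was called for 43 of 68 genes, a change of 2 for 58 of 63 and a change of 3 for 65 of 69, while 6 of 12496 unchanged genes were called. The simulated tests were given the true dispersions, and their groups shared no dogs. These counts therefore do not test the authors' calls and may be too favorable. Alternatives were an adjustment over only the genes of the table, other FDR, fold and count thresholds, another preset correlation, log2 ratios as the gene statistic, and a filter on low means. Intervals wholly beyond the fold threshold, a count minimum relative to the group's total and a fold threshold with the count minimum were added after the data were seen. Flow cytometry, ELISA and immunofluorescence were left out because no values of theirs were analysed here, and the genes that the study placed in cluster 6 were not analysed here as such.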

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

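The tests of a shift of the normalization, of RNA from mast cells or basophils and of RNA from dendritic cells were chosen after the result was seen, and the other tests before.

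Many genes changed the same way in M1 and M2 against M0: 505 did so in the authors' deposited table, as BATF3 and CCR7 (higher in both) and S100A12 (lower in both), though 158 of them also differed between M2 and M1. Chance values of the shared M0 samples are argued against as the whole cause only if samples are independent and the groups equally variable: the covariance of the log2 ratios across genes was 0.205, against at most 0.0929 in 100 simulations of groups without change, which did not model the dogs that the groups share, and the implied errors give these samples a part of 0.0821 in it. The correlation itself lay below the simulated mean (r = 0.345 against 0.493), so it gives no evidence of a shared response. Few counts in M0 do not account for it either, since 6.53% of these genes had an M0 mean under 50. A response that both cytokine treatments share, and any difference in handling between untreated and treated cultures, may each contribute and were not tested.

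More genes fell than rose in M1 at the fold threshold, 538 against 324 in the authors' deposited table, a ratio of 1.66, while with no fold threshold more rose than fell, 2122 against 1997. Genes with few counts may make up the difference: among genes with a mean of at least 500 in the higher group the ratio was 1.00 (203 decreases and 202 increases in the authors' deposited table). After centring on the median of abundant genes (0.067) the ratio rose to 2, so an offset of that size did not explain it. The authors' normalization already sets typical genes near no change, so centring cannot decide on a shift that it would hide. A few genes taking most of the counts in M1 did not explain the excess of decreases, since the share of the 10 most abundant genes changed by -1.00 percentage points from M0 to M1. At a mean of at least 50 the decreases were still more numerous, 427 against 287, and a loss of weakly expressed transcripts after IFN-γ stays open, untested.

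Genes better known from mast cells and dendritic cells were higher in M2 than in M0: MS4A2, the beta chain of the high-affinity IgE receptor, by 3.48 (FDR = 0.00517), GATA2 by 2.76 (FDR = 0.0326) and the dendritic cell gene CD1C by 4.56 (FDR = 1.33e-12) in the authors' deposited table. RNA of mast cells or basophils could not be excluded: of the other mast cell markers, 0 had a mean of at least 50 in M2 or M0 (highest 26.8), so the 3 intervals below 1 among 3 markers rest on few counts. RNA of dendritic cells cannot be told apart from induction within M2 macrophages, since 50% of the measured dendritic cell markers were called higher in the authors' deposited table. The list of alternative activation by IL-4 and IL-13 also holds 4 of the markers. Induction by IL-4 and IL-13 within macrophages stays open as well, and FCER1A, the alpha chain of the IgE receptor, did not pass (log2 ratio 2.39, FDR = 0.390 in the authors' deposited table).

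Scavenger and phagocytic receptors, a group the paper does not discuss as one, differed from other genes in M1 against M0, with 15 of 30 lower and 3 higher in the authors' deposited table, as CD163 (-2.32) and STAB1 (-1.86) lower and AXL (3.19) higher (16 and 3 adjusted over the list alone, and adjusted p = 3.12e-06 from limma cameraPR). This list holds 6 of the monocyte and macrophage markers, so the falls of both lists in M1 are not separate results. In M2 against M0, 11 were lower and 3 higher in the authors' deposited table, as TLR2 (-1.08) and CLEC4D (-2.04) lower, with a median log2 ratio of -0.41 over the list and a mean of -0.17 (12 and 3 adjusted over the list alone; limma cameraPR, adjusted p = 3.38e-04, and adjusted p = 0.343 on log2 ratios). Between M2 and M1, 13 were higher in M2 and 6 lower in the authors' deposited table, as STAB1 (1.91) higher and TLR4 (-0.66) lower (15 and 7 adjusted over the list alone; limma cameraPR, adjusted p = 0.0223, and adjusted p = 0.150 at a preset correlation of 0.05). In the authors' deposited table, 156 genes were called in opposite directions in M1 and M2 against M0, as MRC1 (-2.38 in M1 against M0) and CD28 (4.73 in M1 and -1.54 in M2). All of them were also called between M2 and M1, which nearly follows by arithmetic, since that log2 ratio is the difference of the others. Of these genes, 57 were higher in M1 and lower in M2, where independent lists would share 96.1. The other 99 were lower in M1 and higher in M2, where independent lists would share 81.5. The lists share the M0 samples, so these benchmarks are rough, and the count shows no clear excess.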

How the results depend on the processing

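The interval criterion, the minimum relative to the group's total and the fold threshold with the count minimum were chosen after the data were seen, the other alternatives before the table was opened. Counts of genes in the authors' deposited table depended most on the fold threshold. With an absolute log2 ratio of at least 1 they were 594 higher and 960 lower in M1 against M0, 253 and 262 in M2 against M0, and 741 and 578 in M2 against M1. With no fold threshold they were 2122 higher and 1997 lower in M1 against M0, 518 and 575 in M2 against M0, and 1546 and 1550 in M2 against M1. With a 95% interval wholly beyond 1.5 they were 148 higher and 170 lower in M1 against M0, 69 and 29 in M2 against M0, and 201 and 159 in M2 against M1. Genes called in all 3 comparisons fell from 314 to 152 at an FDR of 0.01 and to 114 with an absolute log2 ratio of at least 1 in each. Those also past the count minimum numbered 151 at 500, 115 at 1000 and 64 at 2000, and 93 with 50 of every 1000000 counts. With an absolute log2 ratio of at least 1 in all 3 and a mean of at least 50 in every group they numbered 68. Cluster genes with their cluster's order in the text numbered 48, and 18 at the stricter FDR, since fewer genes pass it. These all follow from stricter or looser criteria, not from a change in any log2 ratio. The other alternatives tried kept each of these counts within 1.5 times. Of 44 list tests past 0.05, 30 passed at a preset correlation of 0.05, 37 on log2 ratios with 1 turned (respiratory burst in M2 against M0, adjusted p = 0.737 from limma cameraPR), and 44 with low means left out. Under all 3 settings 27 passed, and the cause of the losses was not tested. Another normalization or tool and leaving out each dog were not run, as they need values per sample. No paired analysis was possible because the table used here gives group means and no value per sample. The values used do not separate low depth from variation between samples, so what depth limits was not tested.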

Differences from the paper's values

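The minimum relative to the group's total and the fold threshold with the count minimum were chosen after the values were seen, and the other settings before the table was opened. The paper's count of genes past its minimum of 50 normalized counts is 96, and the count here was 264 with a mean of at least 50 in every group, over the same 3 comparisons of the authors' deposited table. Among the alternatives set before that table was opened, minimums of 1000 (115) and 2000 (64) in every group lie within 1.5 times of the paper's count. A minimum of 50 in any group (314), of 50 in the mean over the groups (308), of 500 in every group (151) and an adjustment over the genes of the table (270) do not. A minimum of 50 in every 1000000 counts of the group's total, chosen after the values were seen, gave 93 and dropped 0 of the 80 genes of clusters 1 to 5 held here. The paper states a fold change of at least 1 or at most -1, which as a signed ratio removes no gene, so no fold threshold was set here. Read as an absolute log2 ratio of at least 1 in all 3, with 50 in every group, it gave 68, within 1.5 times of the paper's count, and dropped 72 of the 80. This was chosen after the values were seen. For all 3 comparisons together the paper gives 325 genes, and the authors' deposited table gives 314, or 320 when adjusted over its own genes, which lies within 1.5 times. With an absolute log2 ratio of at least 1 in each, set before, the count was 114, which differs from the paper's.

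The paper's text assigns the larger set of genes between the polarized states to inflammatory macrophages. In the authors' deposited table the 472 genes are higher in M2 and the 328 higher in M1. For cluster 3 the paper describes high levels in M2 and low in M1, and for cluster 4 high in M2 with M0 lowest. All genes of cluster 3 had M0 lowest, as FSCN1 (3338 normalized counts in M0 and 6853 in M1), and all of cluster 4 held here had M1 lowest, as A4GALT (1615 in M1 and 3209 in M0) in the authors' deposited table. The orders of clusters 1, 2 and 5 match the paper's.

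The paper states that TNF decreased in M2 against M1. Its log2 ratio was -0.93 (FDR = 0.587) in the authors' deposited table, which does not pass, while TNFRSF1A, named with it, did pass. For protein, which is another measure than RNA, the paper reports CD86 higher in M1 and M2, CD40 not raised in M1, and TGM2 and SOCS1 higher in M2. In the authors' deposited table, CD86 RNA was lower in M1 and in M2 than in M0, and CD40 RNA was higher in M1. The RNA of TGM2 and SOCS1 was higher in M2 than in M0, for TGM2 by 1.43 (FDR = 0.0319), but highest in M1, in the authors' deposited table. The paper states that arginase RNA was slightly upregulated but not significantly different between M2 and M1. ARG1, at 0.48 (FDR = 0.429), did not pass in the authors' deposited table either, while ARG2, the other arginase gene, was higher in M2 by 1.06 (FDR = 5.42e-05) in the authors' deposited table.

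For some pathways that the paper reports as changed, the lists used here, which are not the paper's sets, did not pass. These were hypoxia in M2 against M1 (limma cameraPR, adjusted p = 0.113, and 0.0783 without low means), and glycolysis (adjusted p = 0.564) and NF-κB targets (adjusted p = 0.799) in M2 against M0. Inflammasome (limma cameraPR, adjusted p = 0.851) and chemokine genes (adjusted p = 0.660) did not pass in M1 against M0. Only 12 of 18 listed inflammasome genes and 12 of 31 listed chemokines were measured. The paper names the production of chemokines, a process that a list of the chemokine genes themselves does not stand for. Between M2 and M1, NF-κB and TNF targets (limma cameraPR, adjusted p = 0.937), lymphocyte costimulation (adjusted p = 0.149) and class II presentation (adjusted p = 0.893) did not pass, and class I presentation did. TGF-β signaling in M1 missed the threshold (limma cameraPR, adjusted p = 0.0521) and passed without genes of low mean (adjusted p = 0.0367). Lists of IFN-γ, type I interferon, respiratory chain, apoptosis, matrix, hedgehog and IL-6 signaling genes passed in the direction the paper gives for M1, those of the respiratory chain, MTORC1, MYC, IFN-γ and respiratory burst in M2 against M0, and those of matrix, angiogenesis and complement between M2 and M1. At a preset correlation of 0.05, those of type I interferon, hedgehog, IL-6, MTORC1, MYC and complement genes no longer passed, and on log2 ratios those of hedgehog, MTORC1 and respiratory burst genes did not.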

Other observations

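The list of alternative activation by IL-4 and IL-13 also holds genes such as CD163 and IL10, and its members need not be direct targets of these cytokines. Of its 37 measured genes, 14 were higher and 0 lower in M2 against M0 in the authors' deposited table (17 and 1 adjusted over the list alone, and 1 lower at an unadjusted p under 0.05; adjusted p = 7.66e-15 from limma cameraPR). In M1, 17 were lower and 7 higher in the authors' deposited table (18 and 7 adjusted over the list alone; limma cameraPR, adjusted p = 4.35e-04). Between M2 and M1, 24 were higher in M2 and 3 lower in the authors' deposited table (26 and 4 adjusted over the list alone; adjusted p = 6.96e-19 from limma cameraPR). The transcription factor BATF3 rose in M1 and M2 by 3.12 and 3.68, while the lectin CLEC10A and monoamine oxidase MAOA were higher in M2 than in M1 by 4.13 and 2.37 in the authors' deposited table, with implied errors of 0.36 and 0.17. TGM2 and SOCS1, which the paper uses as protein markers, had their highest RNA means in M1 in the authors' deposited table: 32911 normalized counts for TGM2, against 6412 in M2 and 2383 in M0, and 4463 for SOCS1, against 1727 and 162. The M2 against M1 log2 ratios were -2.36 (FDR = 6.89e-06) and -1.37 (FDR = 0.0115) in the authors' deposited table.

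Among genes whose proteins the paper measured, which RNA need not follow, CD40 rose in M1 by 2.70 (FDR = 3.96e-14), and CD86 fell in M1 and in M2, at -1.07 (FDR = 1.46e-04) and -1.07 (FDR = 5.94e-04), in the authors' deposited table. IL10 and IL1B, picked after their values were seen, fell in M1, at -1.56 and -3.20 in the authors' deposited table, with implied errors of 0.43 and 1.06. For the secreted proteins the paper found no significant basal differences and then compared cultures given LPS. It names no LPS for the sequenced cultures. DLA-DRA, which belongs to a family of similar genes, did not pass in M1 or M2, at 0.17 and 0.52 in the authors' deposited table. Of 13 genes for whose proteins the paper used or screened antibodies or assays, a list the study chose and so not independent evidence, 5 were higher and 5 lower in M1 in the authors' deposited table (6 and 5 adjusted over the list alone; limma cameraPR, adjusted p = 0.00132). The test called the list higher there, with a median log2 ratio of 0.17 and a mean of 1.64, far apart since IDO1 (9.37) and CXCL10 (8.37) are members. In the authors' deposited table, 3 were higher and 1 lower in M2 against M0 (3 and 1 adjusted over the list alone; limma cameraPR, adjusted p = 0.00613), and 4 and 5 in M2 against M1 (4 and 5; adjusted p = 0.174, but adjusted p = 0.0111 on log2 ratios).

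In M1 against M0, 31 of 52 MYC targets were higher and 1 lower in the authors' deposited table (36 and 1 adjusted over the list alone; limma cameraPR, adjusted p = 2.22e-06), as NOLC1 (1.89) and TBRG4 (1.33). Of 52 targets of MTORC1, 19 were higher and 8 lower there in the authors' deposited table (20 and 8 adjusted over the list alone; limma cameraPR, adjusted p = 0.00127, and adjusted p = 0.0682 at a preset correlation of 0.05), and of 34 angiogenesis genes 16 were lower and 3 higher in the authors' deposited table (16 and 3 adjusted over the list alone; adjusted p = 2.97e-05 from limma cameraPR), as S1PR1 (-4.32), while VEGFB rose by 0.96. Of 51 respiratory chain genes, 13 were lower in M2 than in M1 and 1 higher in the authors' deposited table (19 and 1 adjusted over the list alone; limma cameraPR, adjusted p = 0.00304, and adjusted p = 0.0941 at a preset correlation of 0.05), and of 31 apoptosis genes 12 were lower and 2 higher (14 and 2 adjusted over the list alone; adjusted p = 7.75e-05). Genes of cholesterol and fatty acid synthesis did not pass as a list in M1 (7 of 27 higher and 3 lower in the authors' deposited table; limma cameraPR, adjusted p = 0.191) or in M2 (adjusted p = 0.158). Of 12 dendritic cell markers, 7 were higher and 1 lower in M2 than in M1 in the authors' deposited table (8 and 1 adjusted over the list alone; adjusted p = 2.57e-04 from limma cameraPR).

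No list of T, NK, B or plasma cell, neutrophil, platelet, erythroid, endothelial or proliferation markers passed in any comparison (limma cameraPR, smallest adjusted p = 0.0773, for neutrophil markers in M2 against M0). Nor did mast cell and basophil markers, in M2 against M0 (limma cameraPR, adjusted p = 0.556, but 0.0421 without low means) or against M1 (adjusted p = 0.0674, but 0.0104 without low means). Without low means, the test in M2 against M0 rests on 3 markers only. These are MS4A2, GATA2 and FCER1A, already discussed above for their values in M2, so that result is not separate evidence. On log2 ratios the neutrophil list passed as lower in M1 and M2 (limma cameraPR, adjusted p = 0.00194 and 6.47e-05), and the NK, platelet, endothelial and mast cell lists passed in at least 1 comparison. Of the 8 NK cell markers 0 were called in any comparison, and at an unadjusted p under 0.05, 1 in M1 and 1 in M2 against M0 and 0 between M2 and M1, in the authors' deposited table. S100A12, a neutrophil and monocyte gene, fell in M1 and M2, at -4.49 (FDR = 7.94e-11) and -3.32 (FDR = 3.67e-06) in the authors' deposited table. Several lists were measured only in part: 3 of 11 erythroid, 4 of 12 platelet, 7 of 16 neutrophil, 7 of 12 endothelial and 8 of 11 NK cell markers. The tests also compare groups, so a list that did not pass does not show that such cells were absent. Of the stromal markers only 2 were measured, and PDGFRB was higher in M1 by 1.89 (FDR = 1.66e-10) in the authors' deposited table. Some genes varied so much between samples that little can be said of them, as MARCO, picked after its values were seen, with an implied error of 1.78 in M1 against M0.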
